# The Transcriptional Regulator *Prdm1* Is Essential for the Early Development of the Sensory Whisker Follicle and Is Linked to the Beta-Catenin First Dermal Signal

**DOI:** 10.3390/biomedicines10102647

**Published:** 2022-10-20

**Authors:** Pierluigi G. Manti, Fabrice Darbellay, Marion Leleu, Aisling Y. Coughlan, Bernard Moret, Julien Cuennet, Frederic Droux, Magali Stoudmann, Gian-Filippo Mancini, Agnès Hautier, Jessica Sordet-Dessimoz, Stephane D. Vincent, Giuseppe Testa, Giulio Cossu, Yann Barrandon

**Keywords:** sensory vibrissae, barrel cortex, *Prdm1*, *Lef1*, Leaf, non-conserved enhancer

## Abstract

*Prdm1* mutant mice are one of the rare mutant strains that do not develop whisker hair follicles while still displaying a pelage. Here, we show that *Prdm1* is expressed at the earliest stage of whisker development in clusters of mesenchymal cells before placode formation. Its conditional knockout in the murine soma leads to the loss of expression of *Bmp2*, *Shh*, *Bmp4*, *Krt17*, *Edar*, and *Gli1*, though leaving the β-catenin-driven first dermal signal intact. Furthermore, we show that *Prdm1* expressing cells not only act as a signaling center but also as a multipotent progenitor population contributing to the several lineages of the adult whisker. We confirm by genetic ablation experiments that the absence of macro vibrissae reverberates on the organization of nerve wiring in the mystacial pads and leads to the reorganization of the barrel cortex. We demonstrate that *Lef1* acts upstream of *Prdm1* and identify a primate-specific deletion of a *Lef1* enhancer named Leaf. This loss may have been significant in the evolutionary process, leading to the progressive defunctionalization and disappearance of vibrissae in primates.

## 1. Introduction

The whisker follicles (or vibrissae—from the Latin vibrio) are complex, self-renewing sensory micro-organs loaded with multipotent epithelial stem cells localized on the snout [1,2]. These stem cells permit the regular replacement of the whisker (a terminally differentiated hair) and, consequently, allow for the continuity of tactile mechanical sensing [3,4,5].

Conserved throughout evolution, whiskers underwent a reduction throughout the primate adaptive radiation [6] and disappeared completely in the human lineage; yet vestiges of whisker capsular skeletal muscles remain in the human upper lip [7]. These specialized hair follicles are bigger both in length and width compared to those of the pelage and are enveloped by vascular sinuses conferring rigidity to the hair shaft. Fibers of striated muscle have an insertion on the capsula and encompass the vascular sinuses. While macro vibrissae are motile and used for distance detecting/object locating, micro vibrissae are immotile and used for object identification.

The processing of whisker-acquired information occurs in the barrel cortex, where each whisker is represented by a discrete and well-defined cytoarchitectonic structure referred to as the barrel [8]. The barrel map occupies a large area of the rodent brain, it is in large part genetically specified and forms early on during development [9]. As the whisker pattern is established earlier and independently from innervation, the hypothesis that whiskers impose their own pattern onto the somatosensory cortex in the homeomorphic fashion has arisen [10].

*Prdm1* (also known as *Blimp1*) is a zinc-finger transcriptional repressor [11] that was shown to be a master regulator controlling terminal differentiation of B-lymphocytes [12,13,14]; it also governs T-cell homeostasis [15] and primordial germ cell specification [16], stem cell maintenance in the sebaceous gland [17], and skin differentiation [18,19]. *Prdm1* was also shown to play a crucial role during whisker development in mice [20].

*Sox2*Cre driven *Prdm1* conditional knockout mice are one of the very rare transgenic animals entirely lacking whisker (vibrissae) follicles, while pelage hair follicles develop physiologically [20]. The loss of this gene impairs whisker development, but the exact stage at which the development is halted has not yet been identified. Furthermore, it is still not known which type of mystacial vibrissae (macro- and/or micro-) are impacted in these mutant mice.

Moreover, Robertson et al. demonstrated that *Prdm1* positive mesenchymal cells give rise to the mature dermal papilla (DP) and expand to form a mesenchymal layer immediately surrounding the hair follicles [20]. However, what this mesenchymal layer gives rise to in the adult whisker is not yet known.

In addition, the reverberation of whisker development halt onto the organization barrel cortex was not investigated yet. The re-organization of the somatosensory cortex is a phenomenon of great evolutionary importance, given the expansion of the brain areas dedicated to the processing of the sensory organs.

In summary, despite its clear role in whisker development, relatively little is known about the regulation of *Prdm1* expression during whisker development. Investigating this subject is of fundamental importance as the loss of regulatory elements in genes might explain the morphogenetic changes that occurred throughout the primate adaptive radiation and that led to the reduction in snout size and vibrissae while hands and eyes of diurnal primates took over as sensory organs.

## 2. Materials and Methods

### 2.1. Mouse Strains

OF1 and C57/B6J2 mice were obtained from Charles River Breeding Laboratories. *Prdm1*MEGFP transgenic mice were kindly provided by Mitinori Saitou; *Lef1*tm1 Rug mice were provided by Rudolf Grosschedl and Werner Held. *Sox2*Cre, *Sox2*CreERT2, *Prdm1*Cre, *Wnt1*Cre, *Prdm1* CA, and ROSAYFP mice were obtained from the Jackson Laboratory (Bar Harbor, United States) (Table 1). The strains carrying the Cre recombinase and ROSAYFP were kept in heterozygosity, while the conditional knockout was performed in homozygosity. Genotyping was conducted using the primers listed in Table 2. All animals were maintained in a 12 h light cycle providing food and water ad libitum. Mice were sacrificed by intra-peritoneal (i.p.) injection of pentobarbital. Experiments were conducted in accordance with the EU Directive (86/609/EEC) for the care and use of laboratory animals and that of the Swiss Confederation. Mating of adult female and male mice was carried out overnight. Time-pregnant mice were sacrificed by injection of pentobarbital and uteri with embryos were removed by dissection.

### 2.2. In Situ Hybridization

RNA-FISH was performed using 8-μm paraffin sections. Digoxigenin-labeled probes for specific transcripts were prepared by PCR with primers designed using published sequences. The mRNA expression patterns were visualized by immunoreactivity with anti-digoxigenin horseradish peroxidase-conjugated Fab-fragments (Roche, Basel, Switzerland), according to the manufacturer’s instructions. The amplification was carried out using the TSA Plus Cyanine 3/5 System (Perkin Elmer, Waltham, United States). *Gli1* and *Wnt10b* ISH were performed with the ACD RNAscope (Newark, United States).

### 2.3. In Vivo Lineage Tracing

For the lineage tracing experiment, *Sox2*CreERT2 crossed with ROSAYFP pregnant females were induced at embryonic day E12 and E12.5 with 2 mg tamoxifen and 1 mg of progesterone (Sigma-Aldrich, St. Louis, United States) by intraperitoneal injection. The transgenic animals were retrieved at E17 and perinatally and then processed for histology and immunostaining.

### 2.4. Proliferation Experiments

Pregnant female mice carrying *Prdm1*MEGFP embryos were injected with 200 µL of EdU (30 mg/ mL) and analyzed 2 h after the first injection. Embryos were retrieved, genotyped under the UV lamp, and processed for histology and immunostaining.

### 2.5. Histology and Immunostaining

All samples were removed and fixed overnight in 4% paraformaldehyde at 4 °C. Tissues were washed three times in PBS for 5 min and incubated overnight in 30% sucrose in PBS at 4 °C; eventually, they were then embedded in OCT and kept at −80  °C. Sections of 10 µm thickness were cut using a CM3050S Leica cryostat (Leica Microsystems, Wetzlar, Germany).

Sections were incubated in blocking buffer (1% BSA, 0.3% Triton in PBS) for 1 hour at room temperature. Primary antibodies (listed in Table 3) were incubated overnight at 4 °C. Sections were rinsed three times in PBS and incubated with appropriate secondary antibodies diluted to 1:1000 and DAPI in blocking buffer for 1 h at room temperature. Sections were again washed three times with PBS. The primary antibodies used are listed in the following table. The following secondary antibodies were used: anti-*mouse*, anti-*rabbit*, anti-*rat*, anti-*goat*, conjugated to Alexa Fluor 488, 568 and 647 (Molecular Probes, Eugene, United States). Nuclei were stained in DAPI solution (1:2000) and slides were mounted in DAKO fluorescent mounting medium. As for the AP reaction, SIGMAFAST™ Fast Red TR was used and visualized by confocal microscopy (Leica) at 568 nm.

### 2.6. Imaging

Fluorescence microscopy images were captured under the LSM 780 confocal microscope (Carl Zeiss, Jena, Germany); transmission microscopy images were acquired with either the Olympus Ax70 or the Zeiss Axioscope 2 Plus. x. Adobe Photoshop software was used for image processing.

### 2.7. RT–PCR

Total RNA was isolated from the embryonic whisker pad using RNAeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Total RNA was extracted, and 250 ng of each sample were reverse transcribed using the Superscript III enzyme and random primers (Life Technologies, Carlsbad, United States).

### 2.8. Quantitative PCR

For qPCR, 1 µL of cDNA was amplified with the Taqman Universal Mastermix II (Life Technologies) in a 10 µL total reaction volume; 5 µL of the Mastermix, 1.5 µL of CDNA, and 3.5µL of assay mix were included in the reaction. The primers were bought from Applied Biosciences. The TaqMan assays were performed using a 79,000 HT Fast Real-Time system (AB). For data analysis, the mouse Eef1alpha, β-actin, Gapdh, and Tbp housekeeping genes were used as internal controls. Gene expression profiling was achieved using the Comparative CT method (DDCT) of relative quantification [21] using the SDS 2.4 software (Applied Biosystems, Waltham, United States).

### 2.9. Interspecies Sequence Comparison

The comparison of the conserved noncoding elements and deletions in *mouse–rat*, *mouse–guinea pig*, *mouse–squirrel*, *mouse–rabbit*, *mouse–human*, *mouse–chimp*, *mouse–gorilla*, *mouse–orangutan*, *mouse–rhesus*, *mouse–dolphin*, *mouse–cow*, *mouse–cat*, *mouse–dog*, *mouse–horse*, *mouse–elephant* was performed using the Vertebrate Multiz Alignment and Conservation Track in the UCSC genome browser, using a window size of 2 kb. HiC data on topological associated domains (TADs) from ES cells were obtained from http://3dgenome.fsm.northwestern.edu/view.php (accessed on 11 April 2020) [22,23].

### 2.10. 4C-Seq

For each sample, we harvested at least 1 × 10^7^ cells and obtained 7–10 μg of output double-digested, double-ligated DNA. We collected 120 embryonic whisker pads, both at E12.5 and E13. NlaIII and DpnII were used as primary and secondary cutters, respectively; ligation was performed by using the Concentrated T4 DNA ligase from Promega. Primer sets for *Lef1* promoter and Leaf enhancer are described in Table 4.

PCRs were multiplexed and sequenced with Illumina HiSeq2000. Then, 4C-seq reads were processed through the HTS station according to previously described procedures [24,25] and visualized with gFeatBrowser (http://www.gfeatbrowser.com, accessed on 12 January 2022). Briefly, raw reads were demultiplexed and aligned to the *mouse* mm10 reference genome (GRCm38). The regions directly surrounding the viewpoints, chr3: 131′104′979–131′112′546 for the *Lef1* promoter viewpoint and chr3: 131′016′310–131′022′769 for the Leaf viewpoint, were excluded from the analysis. Normalization was performed by dividing the fragment scores by the mean of fragments scores falling into a region defined as +/−1 Mb around the center of the bait coordinates. Smoothed signals were obtained by applying a running mean algorithm with a window size of eleven fragments. The profile corrected data were generated by applying an approach similar to the one described in [26] using a fit with a slope −1 in a log-log scale [27]. The 4C-Seq data are deposited in GEO under the accession number GSE193356 (Table 5).

### 2.11. Statistical Analysis

To compare the contacts between the *Lef1* promoter and Leaf, in the E12.5 whisker pad and the adult kidney, we considered the normalized and profile corrected fragments from region chr3:131′008′663–131′026′430 for Leaf viewpoint, and those from region chr3:131106987–131227057 for *Lef1* promoter. Statistical differences were assessed by applying an unpaired non-parametric two-tailed Mann–Whitney test after having excluded the normality of the data with a D’Agostino and Pearson omnibus normality test. Differences were considered significant if the *p*-value, *p*, was less than 0.05 and shown in figures as * (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* ≤ 0.001).

For Leaf, fragments of region Chr3:131008663–131026430 (mm10) were analyzed whereas, for the *Lef1* promoter and coding sequence, the fragments of region Chr3:131106987-131227057 were analyzed. The normality of the data was excluded by the D’Agostino and Pearson omnibus normality test. Statistical differences were assessed by applying an unpaired non-parametric two-tailed Mann–Whitney test. Differences were regarded as significant if *p* < 0.05, and significances are shown in figures as * (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* ≤ 0.001). Analyses were conducted using GraphPad Prism version 8.0.

### 2.12. CUT&Tag

CUT&Tag was performed on wild-type E12 whisker pads dissociated to a single cell suspension according to the v1.5 Epycypher Protocol (https://www.epicypher.com/resources/protocols/cutana-cut-and-tag-protocol/, accessed on 12 January 2022). Rabbit anti-H3K4Me1 (Abcam, Ab8895) and IgG (Cell Signaling, 2729S) were used at 0.5 ug per sample. Samples were sequenced at a depth of 10Mio each with the Illumina NovaSeq 6000 system (51 bp paired-end runs).

The peak calling for the CUT&Tag experiments was performed per each replicate with SEACR v1.3 [28] using the norm and stringent parameters. Due to the poor distribution of fragment lengths observed for IgG replicate 1 and the subsequent low reproduction rates (see Supplementary Figure S6), we rather called the peaks without IgG by setting the top fraction of peaks considered to 1%, 2%, 3%, 4%, and 5% to assess the overall behavior. The peaks represented in the figures are the ones obtained from the top 1%. CUT&Tag data are deposited in GEO under the accession number GSE192851 (Table 5).

## 3. Results

### 3.1. *Prdm1* Is an Essential Gene for Whisker Follicle Development

We localized *Prdm1* expression by anti-GFP immunofluorescence in *Prdm1*mEGFP reporter [17] embryonic whisker pads during the first stages of whisker development (Figure 1A,B).

The expression of mEGFP in heterozygous embryos can be detected in a specific cluster of mesenchymal cells underlying the monolayer of embryonic epidermis (referred to as stage 0 of whisker development, [29]) that will later form the whisker epidermal placode. It continues to be expressed in this compartment until stage 4, when its expression is turned on in the inner root sheath (IRS) of the follicle. At stage 5, mEGFP expression disappears in the DP (Figure 1C). Those results are validated by *Prdm1* immunohistochemistry (IHC) in wild-type whisker pads (Figure 1D).

On the other hand, *Prdm1* expression in the dermal condensate of both head and back pelage hair follicles starts at embryonic day E14.5 but is transient as it disappears at E16.5 (Figure S1).

To position *Prdm1* in the molecular cascade leading to whisker formation, we generated *Prdm1* knockout embryos. It was previously shown that the constitutional knockout of *Prdm1* leads to severe impairment of the placenta resulting in early embryonic lethality [16] Therefore, we used a *Sox2*Cre deleter strain to bypass the placental developmental halt [20,30]. By combining *Sox2*Cre with a floxed *Prdm1* allele [14], we were able to obtain viable E17.5 *Prdm1* homozygous conditional knockout embryos (referred to as cKO1 in this study). We started by analyzing E12.5 and E13.5 cKO1 embryos, the relevant time points being when whisker follicle formation begins. cKO1 embryos recapitulate previous findings (Figure S2A) [20] and, microscopically, neither whisker placode can be detected, nor the dermal condensate formation occurs (Figure S2A). On the other hand, the development of pelage hair follicles is not impaired at E15.5 (Figure 2A), as observed in [20].

To understand where *Prdm1* stands in the molecular cascade leading to whisker formation (Figure 2B), we looked with fluorescent in situ hybridization (FISH) at the expression of the genes involved in the first molecular steps of whisker follicle morphogenesis, both in the epithelial and mesenchymal compartment. β-catenin is involved in establishing the first dermal signal [31]; consistent with this, *Lef1* is expressed throughout the mesenchyme of the *mouse* vibrissa pad prior to vibrissa follicle development at E11, and initiation of vibrissa follicle development is dependent on its expression [32,33]; at E12.5, its expression is confined to the epithelial placode and underlying mesenchyme. In E12.5 homozygous cKO1 mice, *Lef1* is expressed homogeneously in the mesenchyme of the whisker pad, thus, indicating that the first signal is present, even though there is no further development, which would require the physiological restriction of *Lef1* expression in the whisker placode and underlying mesenchyme (Figure 2C).

In *Prdm1* cKO1 mice, no placode formation can be observed both macroscopically and microscopically (Figure 2 and Figure S2A). In the wild-type whisker pad, there is a patterned upregulation of molecules involved in the promotion and inhibition of placodal fate. This includes *Bmp4* (Figure 2D) in the pre-follicle mesenchyme, *Bmp2* (Figure 2E) in the epithelial compartment, and *Shh* (Figure 2F) secreted by the placodal cells. However, those are clearly absent in *Prdm1* cKO1 mice (Figure 2D–F). *Gli1* is not upregulated in the pre-follicular mesenchyme (Figure 2G). We found that *Wnt10b* is diffusely expressed in the monolayer of epidermal cells in the sites of whisker formation in cKO1 and does not show a marked upregulation in placodes (as in the wild-type whisker pads) (Figure 2H). Furthermore, RT-qPCR on whisker pads at E12.5 shows a statistically significant decrease in *Edar*, involved in the promotion of placode, and *Keratin 17*, whose expression arises within the single-layered, undifferentiated ectoderm of E10.5 *mouse* embryos and giving rise, in the ensuing 48 h, to the epidermal placodes [34] (Figure S2B). Altogether, these data show that in the absence of *Prdm1*, the gene cascade involved in placode formation is not activated, despite the presence of the initial *Lef1* expression in the whisker placode mesenchyme.

**Figure 2:**
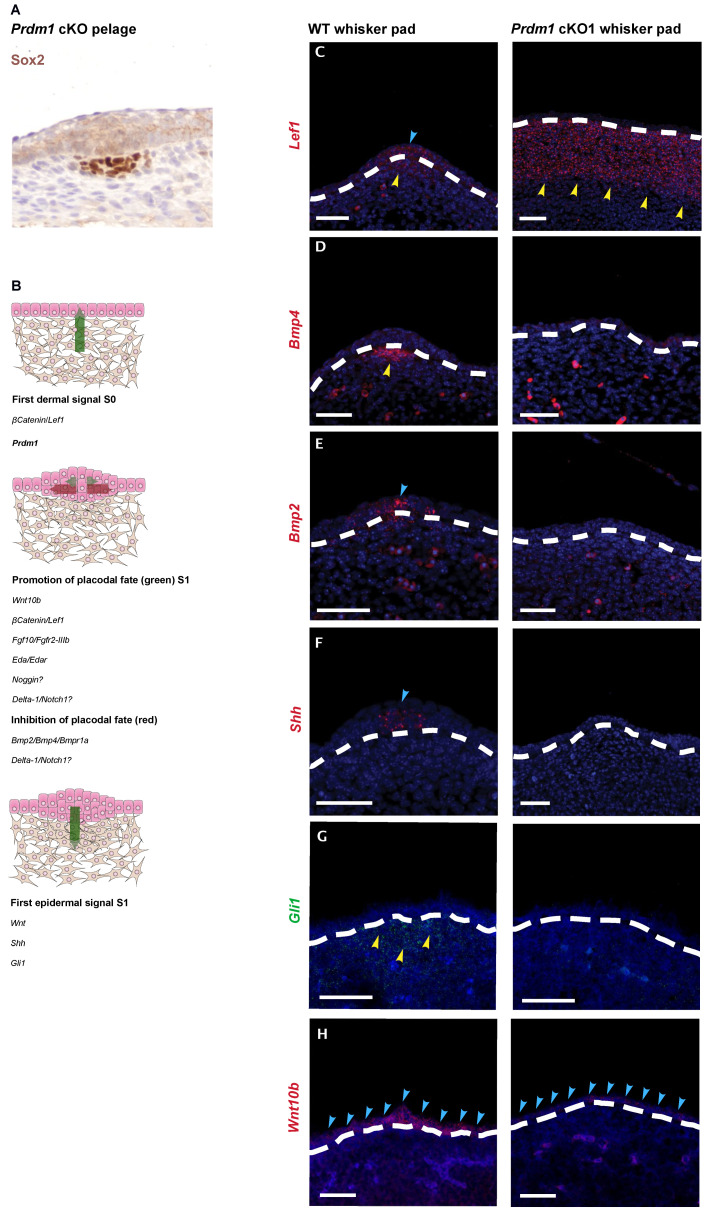
*Prdm1* conditional knockout locks the developing whisker pad at the level of the first dermal signal leaving pelage hair follicle formation unperturbed. (**A**) *Sox2* immunohistochemistry on E15.5 head skin of *Prdm1* cKO1 embryos. Pelage hair follicle placodes are present as well as the mesenchymal condensate. (**B**) Expression of early whisker developmental genes in the *Prdm1* cKO1 mouse. Molecular mechanisms underlying the early steps of whisker development. The dermis delivers a β-catenin-based homogenous first signal to the overlying epidermis in order to initiate placode formation. The placode in turns both sustains their growth and inhibits the formation of other placodes in the surrounding epidermis. The promotion of the placodal fate is sustained by several molecules including Wnt10b, βcatenin/Lef1, Fgf10/Fgfr2-IIIb, Eda/Edar, Noggin, Delta-1/Notch1, whereas the inhibition is based upon Bmp2/Bmp4/Bmpr1a and Delta-1/Notch1. Thus, the placode conveys a first epithelial signal, leading to the clustering of the mesenchymal cells underneath into the dermal condensate. This process mainly relays on Wnt and Shh signaling. “Image adapted with permission from [35]. Copyright 2002, Elsevier.” Fluorescent ISH on E12.5 wild-type embryos (S1 of whisker development) reveals that *Lef1* expression is confined to the epithelial placode and underlying mesenchyme (**C**); *Bmp4* the underlying mesenchyme I (**D**); *Bmp2* marks the epithelial placode (**E**); *Shh* is expressed by the placode and induces the condensation of the mesenchyme (**F**); *Wnt10b* expression is restricted in placodes (**G**); *Gli1* is upregulated in the pre-follicular mesenchyme. In E12.5 cKO1 embryos, *Lef1* expression is homogenous throughout the mesenchyme; *Bmp2*, *Bmp4*, *Shh,* and *Gli1* are no longer detectable, while *Wnt10b* fails to be upregulated in placode areas; whisker follicles cannot, thus, reach stage 1 of whisker development. The dashed lines indicate the dermo–epidermal junction. Hybridization is marked with arrows (the yellow arrows) indicate the hybridization of the probes in the placode, the yellow ones in the mesenchyme); (**H**) *Sox2* IHC on E15 head skin of *Prdm1* cKO1 mouse reveals that the development of head hair follicles is unperturbed by the deletion of *Prdm1*. Scale bar: 50 μm.

### 3.2. The Whisker Inducing Mesenchyme Contributes to Several Lineages of the Adult Whisker

To investigate the proliferative activity of *Prdm1* expressing cells, we administered a short pulse (2 h) of nucleotide analog ethynyldeoxyuridine (EdU) to *Prdm1*MEGFP pregnant mice carrying E12.5 embryos. We could observe that *Prdm1* expressing cells can be classified into two subpopulations (Figure 3A): quiescent—contiguous to the embryonic epithelium—and proliferative at its periphery (asterisks in Figure 3A).

We then aimed at identifying the progeny of *Prdm1* expressing cells in the whisker through lineage tracing by crossing the *Prdm1*Cre transgenic strain [17] with ROSAYFP mice [36] and collecting litters at different time points during embryonic development (Figure S3).

At E12.5, YFP-expressing cells are located in the whisker mesenchymal condensate recapitulating the GFP expression previously reported in the *Prdm1*MEGFP embryonic whisker pad. However, at E13.5, the population of YFP-positive cells expands and encompasses the area of mesenchyme surrounding the whisker hair germ. *Prdm1* can be detected in this area (except for the precursors of the DP) in whisker pad sections of both *Prdm1*MEGFP and WT mice at E12.5 and E13.5 (Figure 3B).

Given that *Prdm1*Cre is a transgenic strain that does not allow the spatiotemporal tracing of *Prdm1* expressing cells and that *Prdm1* is expressed in different territories, a *Prdm1*Cre lineage analysis does not allow the precise analysis of one given population. As we observed that Sox2 is co-expressed with *Prdm1* at E12.5 in the whisker mesenchymal condensate (Figure 3B), we consequently crossed *Sox2*CreERT2 [37] with ROSAYFP mice and injected tamoxifen in pregnant females at E12.5. Double transgenic litters were analyzed at E14.5, E17.5, and post-natal days (P) 1–3. Forty-eight hours after tamoxifen injection, YFP-positive cells were detected in the dermal condensate of the whisker hair germs (Figure 3C). As the epidermal downward growth proceeds, the mesenchymal YFP cells progressively encapsulate it (Figure 3C). When the whisker follicle reaches its final anatomical configuration, YFP is expressed by the whole DP, dermal sheath (DS), and abundantly by cells residing in the vascular sinuses (Figure 3D). More precisely, the latter are enmeshed with CD31 positive endothelial cells and display a perithelial position: both the latter and the expression of markers such as Ng2, Pdgfrβ, and Tnap indicate that they are pericytes (Figure 3D).

### 3.3. *Prdm1* Genetic Ablation Leads to the Reorganization of the Rodent Barrel Cortex

To study the impact of whisker loss on the nervous system, we looked at their innervation in the developing whisker pad of cKO1 fetuses. In the wild-type whisker pad, the afferent branches of the infraorbital nerve (labeled by p75NTR) encapsulate the whisker mesenchymal condensate without penetrating it; on the contrary, they terminate as free nerve endings in the KO counterpart (Figure 4A).

To evaluate the consequences of the impaired whisker innervation on the nervous system, we have adopted the *Wnt1*Cre as a deleter strain [38]. Wnt1 is expressed throughout the dorsal neural tube, thus, the Cre-Lox recombination occurs in all neural crest derivatives. This includes the whisker pad mesenchyme and, in particular, the mesenchymal compartment surrounding the developing whisker follicle. *Wnt1*Cre-driven *Prdm1* conditional KO mice (referred to as the cKO2) are viable and lack almost all the macro vibrissae, except for the 1–3 distal ones of the first row, as observed both macroscopically and microscopically (Figure S4A–E). Macroscopically, pelage hair follicle seems to be absent only on the snout, even though microscopically they are present in the histological sections (Figure S4F,G).

We retrieved the brains of both WT and cKO2 mice at postnatal day (P) 21 to account for the developmental maturation of the somatosensory system and sectioned their flattened somatosensory cortex tangentially to visualize the organization of the barrel cortex (Figure 4B). The cytochrome oxidase staining revealed that cKO2 barrel cortex undergoes a major rearrangement; the residual macro vibrissae are represented by enlarged barrels; the barrels corresponding to the micro vibrissae are, however, still present, even though their pattern is highly disorganized (Figure 4C). The deletion of macro vibrissae obtained with the *Wnt1*Cre deleter strain was confirmed using another delete strain active in the neural crest, the *Pax3*Cre mice (Figure 4D) [39].

To exclude the expression of *Prdm1* in the developing barrel cortex—and thus that the barrel cortex phenotype can be ascribed to the loss of *Prdm1* in the nervous system—we crossed *Prdm1*Cre with ROSAYFP mice and looked at YFP expression in the cerebral cortex (Figure 4D). YFP is expressed only by endothelial cells and not by the thalamocortical axons or by layer four cortical neurons, thus, excluding the aforementioned possibility.

### 3.4. *Prdm1* Knockouts Lead to Disrupted Trigeminal Nerve Wiring and Major Reorganization of the Barrel Cortex

We reasoned that *β-catenin*/*Lef1* might act upstream of *Prdm1* during whisker follicle development. To prove this, we obtained *Lef1* constitutional KO embryos by crossing heterozygous *Lef1*tm1Rug mice [30] and investigated *Prdm1* expression in the E12.5 whisker pad both at the mRNA and protein level.

At a molecular level, the quantity of *Prdm1* transcript in the *Lef1* KO embryos is lower compared to the wild-type counterpart, as demonstrated by RT-qPCR (Figure 5A). We sectioned the E12.5 whisker pads from *Lef1* KO and WT mice and localized *Prdm1* by IHC, focusing on the mesenchymal cells located under the characteristic surface elevations of the whisker pad that constitute the sites of whisker placode induction—hereafter referred to as domes. We analyzed the transverse sections of the embryonic whisker pad through (a) the primitive nasal cavity, (b) the vomeronasal organ, and (c) the tongue of five *Lef1* KO embryos. Out of five *Lef1* KOs, three domes did not express *Prdm1*. As for the remaining two embryos, we could observe *Prdm1* expression in 2/28 and 4/27 domes (Figure 5B,C).

### 3.5. Identification of Regulatory Elements Lost during Evolution in Whisker Morphogenesis

To understand if the de-regulation of *Prdm1* and/or *Lef1* might help to explain vibrissae reduction and their eventual loss in humans, we looked at their regulatory regions. As for *Lef1*, a transposable enhancer trap mapping to a particular locus (chr3:130,927,182–130,927,529 in mm10 assembly) suggests that its regulatory region is located on the centromeric side of the gene in the adjacent gene desert (TRACER LacZ expression database, SB line name 183038-emb20) [40]. The transgene expression can be observed at E11.5 in the brain, mammary glands, whisker pad, and the tip of tail, tissues/organs where *Lef1* is physiologically expressed during development (Figure 6A).

We next compared the multispecies alignment of animals with and without whiskers in the aforementioned locus, searching for putative regulatory elements. Conservation scored by PhastCons indicated the presence of an 878bp element conserved throughout the two categories of species (chr3:131,019,746–131,020,624), which, in turn, contains a 521 bp sub-region specifically absent in animals deprived of functional whiskers (*human, chimp, gorilla, gibbon, rhesus, baboon, and squirrel monkey*) mapping chr3:131,020,103–131,020,624 (mm10 assembly) (Figure 6C). Altogether, this DNA element that we called Leaf (chr3: 131,019,746–131,020,624) is located in the same topological associating domain (TAD) where *Lef1* resides (Figure 6D) [22,23].

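In the mm10 (GRCm38) assembly, Leaf spans positions 131019746 to 131020624 of chromosome 3, which are 879 bases when both ends are counted, with a GC content of 47.1%. In the GENCODE M21 annotation, 0 genes overlap it, so that it is intergenic. The nearest annotated gene on the telomeric side is *A430072C10Rik*, an unconfirmed transcript model that begins 3215 bp away, and the nearest protein-coding gene is *Lef1* (ENSMUSG00000027985.14), which lies on the plus strand from 131110471 to 131224356 and begins 89847 bp from Leaf. On the centromeric side, the long non-coding RNA *2010110G14Rik* ends 82409 bp away and the protein-coding gene *Rpl34* ends 289348 bp away. The middle of the TRACER insertion, at 130927182 to 130927529, lies 181 kb centromeric to the middle of the region excluded around the *Lef1* promoter viewpoint. The part of Leaf before the primate-absent sub-region (131019746 to 131020102, 357 bases) reads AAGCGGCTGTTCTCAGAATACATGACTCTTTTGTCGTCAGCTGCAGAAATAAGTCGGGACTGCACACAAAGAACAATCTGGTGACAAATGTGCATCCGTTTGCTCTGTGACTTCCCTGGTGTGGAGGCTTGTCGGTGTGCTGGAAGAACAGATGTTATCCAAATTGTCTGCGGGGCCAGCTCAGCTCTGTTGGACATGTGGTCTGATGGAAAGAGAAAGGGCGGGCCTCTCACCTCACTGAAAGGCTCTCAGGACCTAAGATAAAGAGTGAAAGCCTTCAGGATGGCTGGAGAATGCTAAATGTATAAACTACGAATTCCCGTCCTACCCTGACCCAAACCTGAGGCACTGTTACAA in the mouse reference. The sub-region itself (131020103 to 131020624, 522 bases with both ends counted) reads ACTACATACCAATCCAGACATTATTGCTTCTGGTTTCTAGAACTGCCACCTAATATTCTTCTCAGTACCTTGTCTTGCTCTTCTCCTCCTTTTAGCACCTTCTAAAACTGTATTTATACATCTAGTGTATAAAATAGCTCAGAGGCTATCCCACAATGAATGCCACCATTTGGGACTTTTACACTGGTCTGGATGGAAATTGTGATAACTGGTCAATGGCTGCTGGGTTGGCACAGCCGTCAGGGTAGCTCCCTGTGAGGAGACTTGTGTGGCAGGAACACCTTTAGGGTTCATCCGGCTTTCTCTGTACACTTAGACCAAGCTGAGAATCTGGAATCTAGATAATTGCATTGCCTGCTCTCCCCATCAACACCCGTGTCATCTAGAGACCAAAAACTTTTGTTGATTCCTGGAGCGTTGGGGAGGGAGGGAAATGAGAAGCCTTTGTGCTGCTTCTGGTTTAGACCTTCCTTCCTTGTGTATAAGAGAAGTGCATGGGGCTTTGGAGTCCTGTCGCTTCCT. Leaf holds 3 sites of NlaIII, the primary cutter of the 4C-Seq, and 0 sites of DpnII, the secondary cutter. Of the restriction fragments that were given a score, 1 overlaps Leaf, from 131019081 to 131019765, and it shares 20 bases with the element. The number that overlap the sub-region is 0, so that contacts of Leaf are read from the fragments on either side of it.

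**Figure D1:**
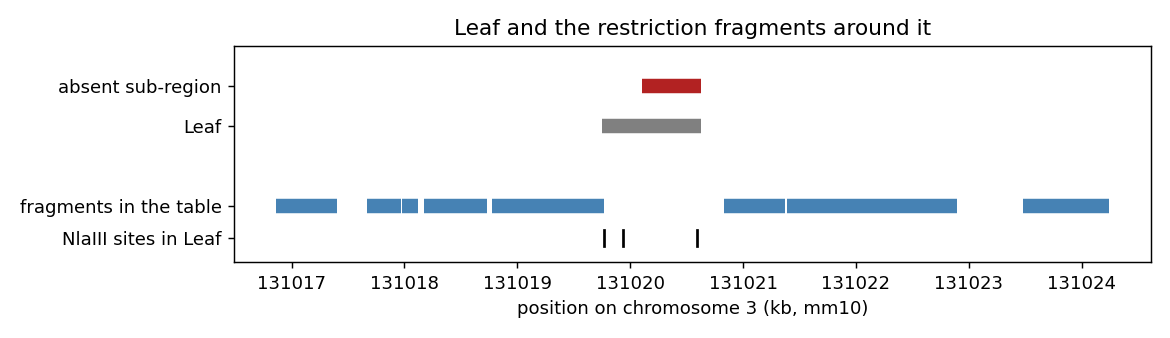
Position on chromosome 3 in kb (mm10) is on the horizontal axis. The bars show Leaf, the sub-region absent in primates without functional whiskers and the restriction fragments that were given a score, and the ticks show the 3 NlaIII sites within Leaf. The scored fragments end at 131019765 within Leaf.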

**Figure 6:**
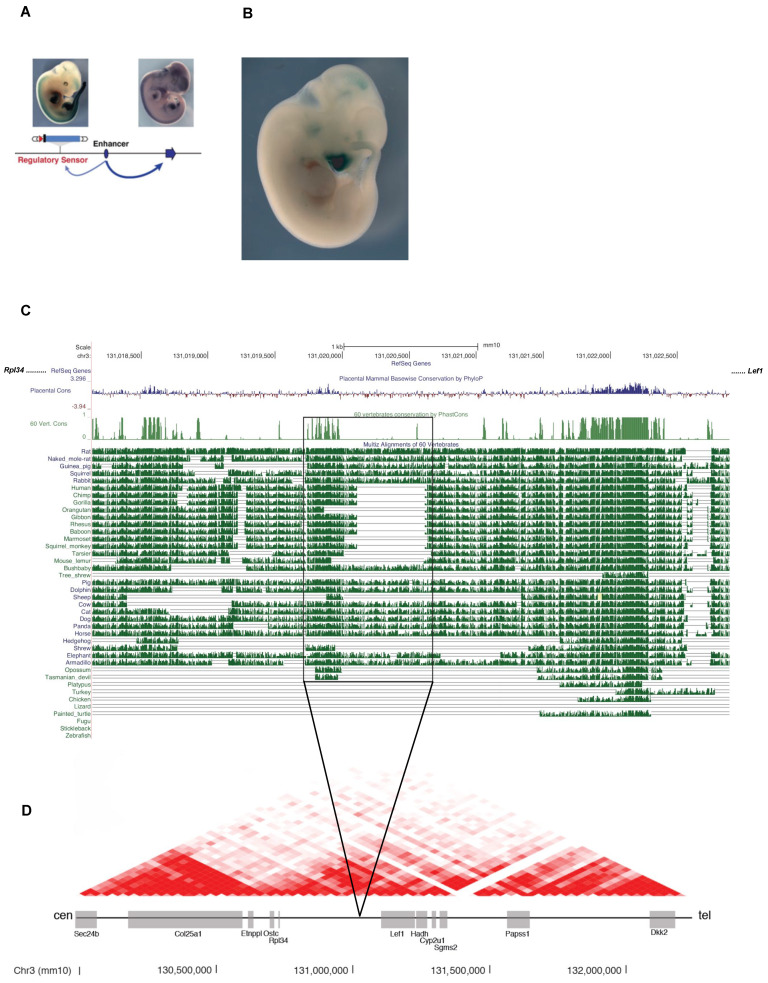
The *Lef1* regulatory region lies centromeric to its promoter and contains a primate-specific deletion named Leaf. (**A**) The TRACER database pinpoints that the regulatory region of *Lef1* resides centromeric to its promoter and that is active in E11.5 whisker pads. (**B**) A transposable enhancer trap mapping to a particular locus adjacent to *Lef1* (chr3:130,927,182–130,927,529) shows that this region is active in the whole E11.5 whisker pad (revealed by LacZ staining), coherently with the homogeneous expression of the first dermal signal. (**C**) Multispecies alignment shows a primate-specific deletion of a sequence adjacent to a conserved region. Species analyzed include animals with developed whiskers (i.e., rat, cat, dog, rabbit, guinea pig, squirrel, horse, naked mole rat, pig), primates (human, chimp, gorilla, gibbon, rhesus, baboon, squirrel monkey, orangutan, marmoset, tarsier) and the human lineages. (**D**) HiC profile centered over *Lef1* in murine ES cells [22] generated with [23] Cen: centromeric. Tel: telomeric.

We performed 4C-Seq to observe if Leaf can contact the promoter of *Lef1*. 

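4C-Seq measures which restriction fragments are ligated to a chosen viewpoint after chromatin is crosslinked and cut, so that a high score marks a fragment often found near the viewpoint. The data comprised 4 libraries, from E12.5 whisker pads and adult kidney, each with the *Lef1* promoter and Leaf as viewpoints. There was 1 library per tissue and viewpoint, so that no difference between tissues has a replicate check. The methods state that 120 whisker pads were collected at both E12.5 and E13, whereas the results and the sample labels name only E12.5. The authors aligned the reads to mm10 and deposited a raw score, a signal per fragment, for 2350945 restriction fragments of the genome. The primer at the NlaIII side of the promoter viewpoint matched chromosome 3 at 131107981 to 131108005, and that of the Leaf viewpoint at 131019742 to 131019759. The scores were not whole read counts, and the read depth of each library is unknown. Raw scores summed to 854206 in whisker pad and 821297 in kidney for the promoter viewpoint, and to 837132 and 787783 for the Leaf viewpoint. The cells of 6 fragments next to the promoter and 10 next to Leaf were left empty, as these regions had been excluded. For the values given here, raw scores were divided by the mean of the fragments within 1 Mb of the middle of the excluded region. This mean was 101 in whisker pad and 21.3 in kidney for the promoter viewpoint, and 65.0 and 16.5 for the Leaf viewpoint. Profile corrected scores were obtained by dividing each normalized score by a line of slope -1 on log-log axes, fitted per library to fragments above 0 within 1 Mb. The share of fragments above 0 within 1 Mb differed between the tissues. From the promoter, it was 59.5% of 2007 fragments in whisker pad and 29.1% in kidney, and from Leaf it was 37.1% of 1992 fragments in whisker pad and 14.0% in kidney. The deposited smoothed scores matched a running mean over 13 fragments for at least 99.0% of the fragments compared in each library, and smoothed values given here were recomputed over 11 fragments.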

The analysis was conducted on whole micro-dissected whisker pads at E12.5 using primers positioned in the promoter of Lef1. The adult kidney was used as the negative control as *Lef1* is not expressed in this tissue (Figure 7A,B and Figure S5A–C) [41].

We found that *Lef1* promoter scores contact mainly in cis, within an area of around 700 kb surrounding the *Lef1* locus, corresponding to its TAD. 

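From the *Lef1* promoter, chromosome 3 held 38.0% of the raw score of the whole genome in whisker pad and 13.9% in kidney. The other chromosomes together held 62.0% and 86.1%, spread over 2213615 fragments, of which 0.990% and 1.19% had a score above 0. Within chromosome 3, the 700 kb centred on the excluded promoter region held 52.2% of the score in whisker pad (95% bootstrap interval over blocks of 11 fragments, 42.0% to 60.6%) and 32.4% in kidney (20.8% to 45.0%). In whisker pad, 93.5% of the 673 fragments in these 700 kb were above 0, against 3.40% of the chromosome 3 fragments farther than 1 Mb away. In kidney, the shares were 58.8% and 1.86%. When fragments above 0 were counted in place of summing their scores, the share of chromosome 3 within 700 kb was 10.9% in whisker pad and 12.8% in kidney. A count gives each fragment at most 1. As 93.5% of these fragments were already above 0 in whisker pad, its share had little room to be higher, and the count cannot compare the tissues.

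**Figure D2:**
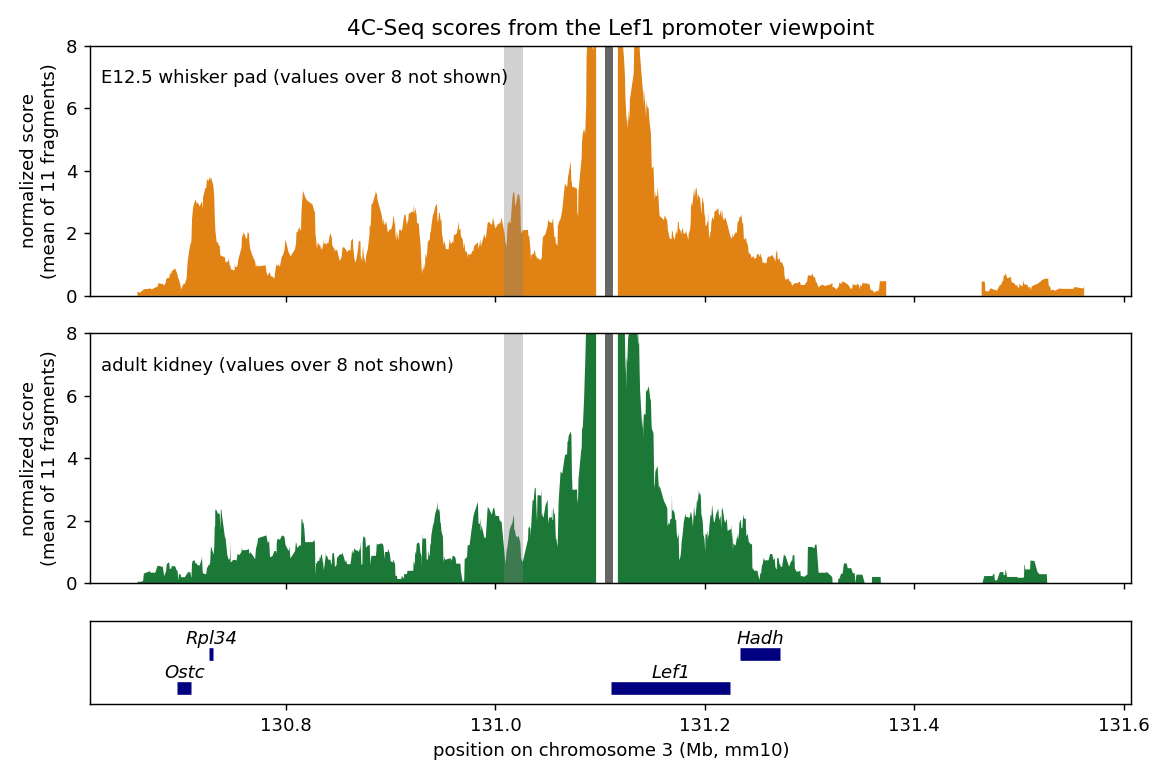
Mean normalized score of 11 fragments from the *Lef1* promoter viewpoint is plotted against position on chromosome 3 in Mb (mm10), for E12.5 whisker pad and adult kidney, with the grey band at the Leaf region, the dark band at the excluded promoter region and genes as bars. Scores above 8 are beyond the axis. The blank stretch from 131373450 to 131464394 holds no scored fragment.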

More specifically, the centromeric region contains most of the peaks of interaction, whereas telomeric contacts occur chiefly with the coding sequence of *Lef1*, extending until the end of the coding sequence of the neighboring gene *Hadh*.

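In whisker pad, 11 of the 20 highest non-overlapping windows of 11 fragments within the 700 kb were centromeric to the promoter and 9 were telomeric, of which 8 fell in the *Lef1* region. In kidney, 9 were centromeric and 11 telomeric, of which 10 fell in the *Lef1* region. With profile corrected scores, a choice made after the data had been seen, 16 of the 20 were centromeric in whisker pad and 13 in kidney. The centromeric part held 48.3% of the summed score in whisker pad (95% bootstrap interval 31.9% to 69.1%) and 39.7% in kidney (20.2% to 68.3%), so that the share of either side could not be told from an equal split. The scored fragments were 365 centromeric and 308 telomeric, and the sum is not corrected for distance. After profile correction, the mean score in whisker pad was 2.53 on the centromeric side and 1.24 on the telomeric side. In kidney, these means were 1.07 and 0.707, and they are given without an interval. The telomeric side includes 85.3 kb of a stretch without scored fragments, in which 98.9% of the reference bases are unknown. The *Lef1* gene held 84.0% of the telomeric score in whisker pad and 90.0% in kidney. *Hadh*, on the minus strand from 131233419 to 131272101, held 7.25% and 4.38%. The fragments farther telomeric than *Hadh* held 4.96% of the telomeric score in whisker pad and 3.72% in kidney.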

In the E12.5 whisker pad, the promoter of *Lef1* contacts several centromeric regions, among which is the one containing the primate-specific deletion (Leaf). 

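All 25 fragments of the Leaf region, from 131008663 to 131026430, had a score above 0 from the *Lef1* promoter in whisker pad. Their mean profile corrected score was 1.97, while other centromeric windows of the same number of fragments within 350 kb had a median of 2.71. The Leaf region was higher than 30.1% of these 292 overlapping windows. Among 576 windows on both sides, whose median was 1.77, it was higher than 59.9%. The 22 fragments within 5 kb of the TRACER insertion were also all above 0 in whisker pad, with a mean normalized score of 1.80 against 1.22 in kidney, where 10 of them were above 0. *Rpl34*, at 130726831 to 130730398, is covered by 4 fragments, whose mean normalized score was 4.98 in whisker pad and 0.525 in kidney. *Ostc*, at 130695912 to 130709444, is covered by 15 fragments, with mean scores of 0.420 and 0.208.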

We quantified the number of contacts from the *Lef1* promoter to Leaf in the E12.5 whisker pad and compared them to the adult kidney, tissue in which *Lef1* is expressed at low levels (Figure 7B). 

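From the *Lef1* promoter, the 25 fragments of the Leaf region had a median normalized score of 2.64 in whisker pad, with quartiles of 1.74 and 3.35. In kidney, the median was 1.23, with quartiles of 0.362 and 2.11, and 5 of the fragments were at 0. The mean scores were 2.77 and 1.42, a log2 ratio of 0.96. The score was higher in whisker pad at 21 fragments and higher in kidney at 4. After profile correction, the medians were 1.91 in whisker pad and 0.542 in kidney, and the means 1.97 and 0.664. Within each library this correction depends on distance alone, and its fitted constant raised the ratio of whisker pad to kidney by a factor of 1.52 for every fragment. Among 1910 other windows of 25 consecutive fragments within 1 Mb, 74.7% had a lower log2 ratio of normalized scores than the Leaf region.

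**Figure D3:**
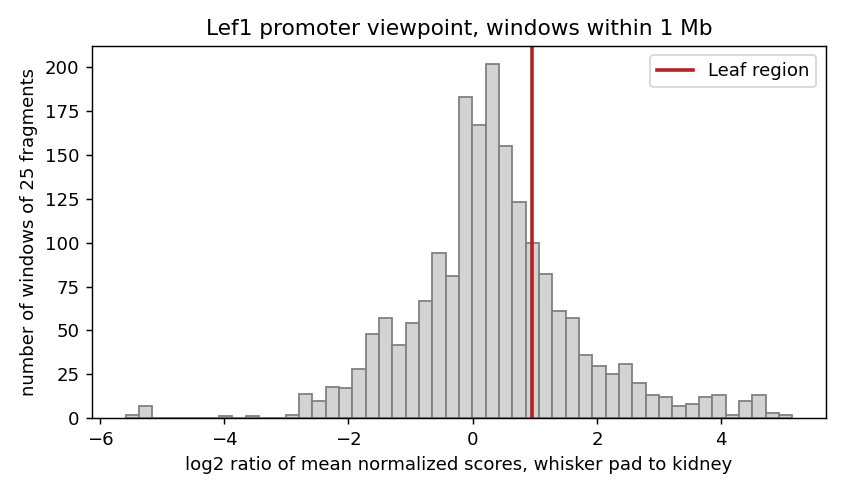
The number of windows of 25 fragments within 1 Mb of the *Lef1* promoter viewpoint is plotted against the log2 ratio of their mean normalized scores in whisker pad and kidney. The line marks the Leaf region, at 0.96, and the median of the windows is 0.27.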

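The scores of the 25 Leaf region fragments from the *Lef1* promoter were compared between the whisker pad and kidney libraries by a two-sided Mann–Whitney statistic with a permutation p-value. The fragments are neighbours in the same 2 libraries, so the test compares these libraries and not the tissues. For normalized scores, a whisker pad fragment was higher in 77.0% of all pairs of fragments (permutation test, p = 0.00082, Benjamini-Hochberg adjusted p = 0.00082 over 4 comparisons). For profile corrected scores, this share was 84.2% (permutation test, p = 3e-05, adjusted p = 4e-05). Of the alternatives set in advance, smoothing over 11 fragments moved the normalized share most, to 95.4% of pairs. With the 7 fragments within 2 kb of Leaf, the share was 69.4% and the threshold was no longer passed (exact permutation test, p = 0.259). This test does not pair the scores by fragment, and each of these fragments had a higher score in whisker pad than in kidney. The log2 ratio of their mean scores was 0.84, and profile corrected scores gave 85.7% of pairs (exact permutation test, p = 0.0262). In 48.4% of the 1910 other windows of 25 fragments, the same permutation test also gave higher whisker pad scores at the 0.05 threshold, and 89.5% of all 1910 had a lower share of pairs than the Leaf region.

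**Figure D4:**
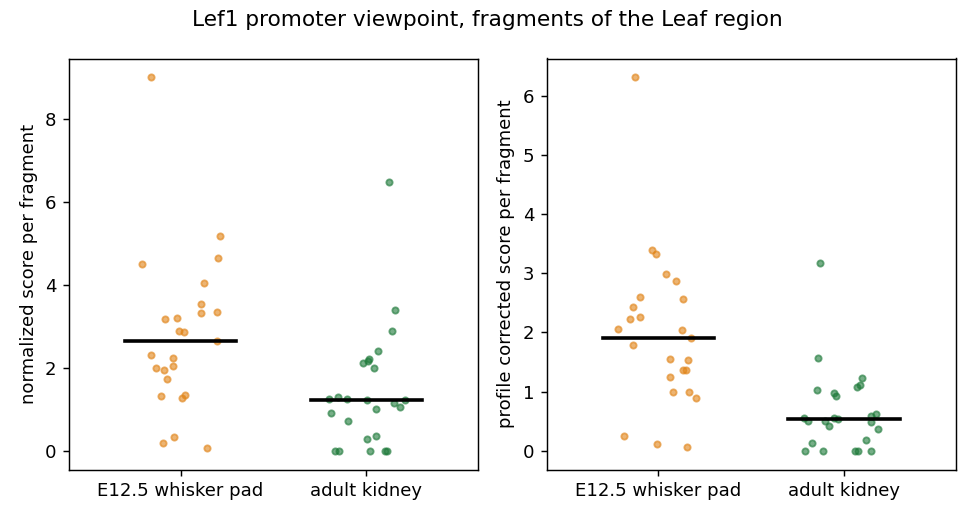
Each point is the score of 1 of the 25 fragments of the Leaf region from the *Lef1* promoter viewpoint, normalized on the left and profile corrected on the right, for E12.5 whisker pad and adult kidney, and the bars are medians. The normalized medians are 2.64 and 1.23.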

We found high statistical significance between the scores mapping Leaf in the E12.5 whisker pad compared to the adult kidney in both normalized and profile corrected datasets (****, Mann–Whitney test, *p* = 0.0008 in normalized and *p* < 0.0001 in PC).

In the reciprocal experiment, we scored the contacts from the murine Leaf enhancer with the promoter and coding sequence of *Lef1*. Similarly, we showed a high statistical significance between the scores mapping *Lef1* in the E12.5 whisker pad compared to the adult kidney (****, Mann–Whitney test, *p* < 0.0001 in normalized and *p* < 0.0001 in PC), suggesting productive long-range interactions between Leaf and *Lef1* in the whisker pad, confirming our observations from the specular viewpoint.

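From the Leaf viewpoint, 152 fragments were compared across the promoter and gene body of *Lef1*, from 131106987 to 131227057. The median normalized score was 0.982 in whisker pad and 0 in kidney, since 106 fragments were at 0 in kidney against 26 in whisker pad. The means were closer, at 1.81 and 1.37, a log2 ratio of 0.40. The score was higher in whisker pad at 102 fragments, higher in kidney at 27 and equal at 23. After profile correction, the medians were 0.689 and 0, and the means 1.20 and 0.547. The whisker pad fragment was higher in 74.0% of pairs of normalized scores (two-sided Mann–Whitney statistic, permutation p = 1e-05, adjusted p = 2e-05). The share was 76.2% for profile corrected scores (permutation p = 1e-05, adjusted p = 2e-05), and 1e-05 is the smallest p that the 100000 resamples can give. At the 43 fragments with a score above 0 in both libraries, a filter chosen after the data had been seen, the share was 41.9% (permutation test, p = 0.199). This filter removed 83 fragments above 0 only in whisker pad and 3 above 0 only in kidney, and its share depended on the scale, with 63.0% when scaled to the median of fragments above 0 (permutation test, p = 0.0387). Among 1456 other windows of 152 fragments within 1 Mb, 77.2% had a lower log2 ratio than the *Lef1* region, and 87.0% also had higher whisker pad scores at the 0.05 threshold of the permutation test. By the share of pairs, the *Lef1* region exceeded 97.8% of these overlapping windows. From the differences seen from both viewpoints, the paper proposes productive long-range interactions between Leaf and *Lef1* in the whisker pad.

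**Figure D5:**
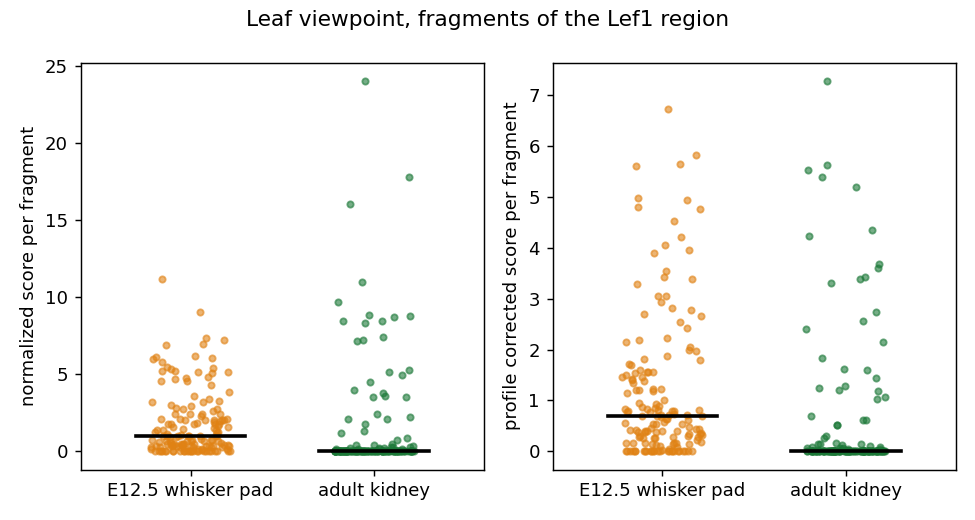
Each point is the score of 1 of the 152 fragments of the *Lef1* region from the Leaf viewpoint, normalized on the left and profile corrected on the right, for E12.5 whisker pad and adult kidney, and the bars are medians. The kidney medians are 0, with 106 fragments at 0.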

To validate Leaf as an enhancer, we then performed CUT&Tag [42] on E12 wild-type whisker pads to map the presence of monomethylation of histone 3 lysine 4 (H3K4me1)—a post-translational modification enriched at active and poised enhancers. We observed a clear enrichment of H3K4me1 at the Leaf locus (Figure 7A). This result was reproducible across three wild-type whisker pads analyzed (Figures S5A and S6), which, when taken together with our previous results, clearly demonstrates Leaf as an enhancer that contacts the *Lef1* promoter (and vice versa).

### 3.6. Expression of an Ar Regulatory Enhancer Specifically Lost in Humans in the Early Steps of Whisker Development

It was recently demonstrated that a specific enhancer of the androgen receptor gene (*Ar*) is active in the murine whisker mesenchyme during development [43]. The authors proposed that the loss of this enhancer is associated with the loss of both sensory vibrissae and penile spines in the human lineage [43,44]. Notably, the castration or genetic deletion of the *Ar* in mice results in reduced growth of whisker follicles in mice without their full disappearance.

To understand if the *Ar* is involved in the early steps of whisker development together with *Prdm1* and *Lef1*, we performed both IHC and RT-qPCR on embryonic whisker pads at E12.5. The Ar IHC shows no signal either in the whisker placodes or in the mesenchyme underneath it at E12.5 and the RT-qPCR confirmed the absence of expression in the micro-dissected whisker pads at E12.5 and E13.5 (Figure S5B,C), thus, excluding the hypothesis of its early involvement in whisker formation.

## 4. Discussion

Bringing to light the molecular mechanisms underlying vibrissae development and their evolutionary reduction—until their complete disappearance in humans—is key to understanding how the modifications in molecular circuitries led to their unique features specific to different organisms.

While previous work has shown that *Prdm1* and *Lef1* have an indispensable role in whisker formation in rodents [20,31], their precise positioning in the morphogenic molecular cascade has remained elusive. The mesenchymal structures constituting the adult whiskers are of neural crest origin [45]. In line with this, *Prdm1* expressing cells give rise to the dermal papilla, while the cells failing to incorporate into it migrate to surround the shaft of the forming follicle, giving rise to an adult progeny that has not yet been described [20]. Each adult whisker is innervated by branches of the trigeminal nerve and is represented in a one-to-one fashion in the barrel cortex. A synergy between the barrel cortex genetic programs and the physical presence of whisker follicles on the snout determines the development and somatotopic map of the barrel cortex, a puzzle to be completed with the ablation of whisker developmental genes. Previously, the deletion of a whisker-specific enhancer from the human androgen receptor in humans was described as a distinctive and characteristic feature of the human lineage [43,44]. Given that the *Ar* is not expressed during the early stages of whisker development and that *Ar* knockout mice still develop vibrissae [46], surely other regulatory elements—and most probably the ones of genes involved in the early phases of morphogenesis—are involved in the evolutionary loss of whisker follicles.

Our experiments clearly indicate that *Prdm1* operates at the level of the first dermal signal during whisker formation and that in its absence, the development of pelage hair follicles is not perturbed during the early stages of development [47]. Intriguingly, *Prdm1* is no longer expressed during human pelage hair follicle development [48], indicating that its upstream genes no longer induce its expression in hair follicles. *Lef1* (and thus the β-catenin-based first dermal signal) is indispensable to induce *Prdm1* expression, though the mechanism by which this occurs needs further investigation. We envision the cascade leading to whisker formation as a circuit where genes are activated in a specific sequence to start its formation and sustain its growth. As for the first dermal signal, *Lef1* and subsequently *Prdm1* represent the first genes of the circuit that trigger the successive phases (i.e., the formation of the placode first and then of the first epidermal signal).

We show that the population of cells expressing *Prdm1*/*Sox2* in the embryonic whisker mesenchyme gives rise to several lineages of the adult whisker, including the DP and DS, thus, representing a population of multipotent progenitors. This result explains the common inductive properties of the DP and DS, as reported by others [49]. Additionally, we show that it gives rise to pericytes residing in the whiskers’ vascular sinuses.

We demonstrate that in the absence of *Prdm1* expression, the afferent branches of the infraorbital nerve do not organize into plexi surrounding the mesenchymal condensates but terminate as free nerve endings. Axonal guidance is most probably absent because of the lack of nerve guidance molecules secreted by *Prdm1* positive cells. The *Wnt1*Cre driven *Prdm1* KO (cKO2) mice lack almost all macro vibrissae, although they retain micro vibrissae; we can, thus, describe *Prdm1* as strictly necessary for macro vibrissae development. Those conditional knockout mice have major rearrangements in the barrel cortex also affecting the representation of micro vibrissae with relevant evolutionary consequences.

King and Wilson [50] postulated that “regulatory mutations account for the major biological differences between chimp and human”. It was already elegantly demonstrated how enhancers regulate craniofacial morphology [51], highlighting the prominent role of enhancers in morphological evolution. The multispecies deletion we identified in the regulatory region of *Lef1* that is specific to several primates (including *human, chimp, gorilla, gibbon, rhesus, and baboon*) is flanking a well-conserved region among many mammals, altogether forming a regulatory element named Leaf. Using 4C-Seq analyses and H3K4me1 CUT&Tag, we have shown that Leaf is an enhancer in E12 embryonic whisker pads.

While great apes have lost macro vibrissae, although retaining the micro vibrissae on lips (a phenotype reminiscent of our *Prdm1* cKO2 mice), as well as cheeks and eyebrows, humans are the only known mammals to have lost both. In the model we envisage, whisker loss was a multi-step process that started during the divergence of the species and that relied on the loss of tissue-specific regulatory elements of several genes involved in whisker formation. More specifically, the loss of Leaf and other putative enhancers might have contributed to the downregulation of the expression of genes fundamental for whisker development in the snout of primates, thus, contributing to whisker loss together with other mechanisms that have yet to be identified.

## Figures and Tables

**Figure 1:**
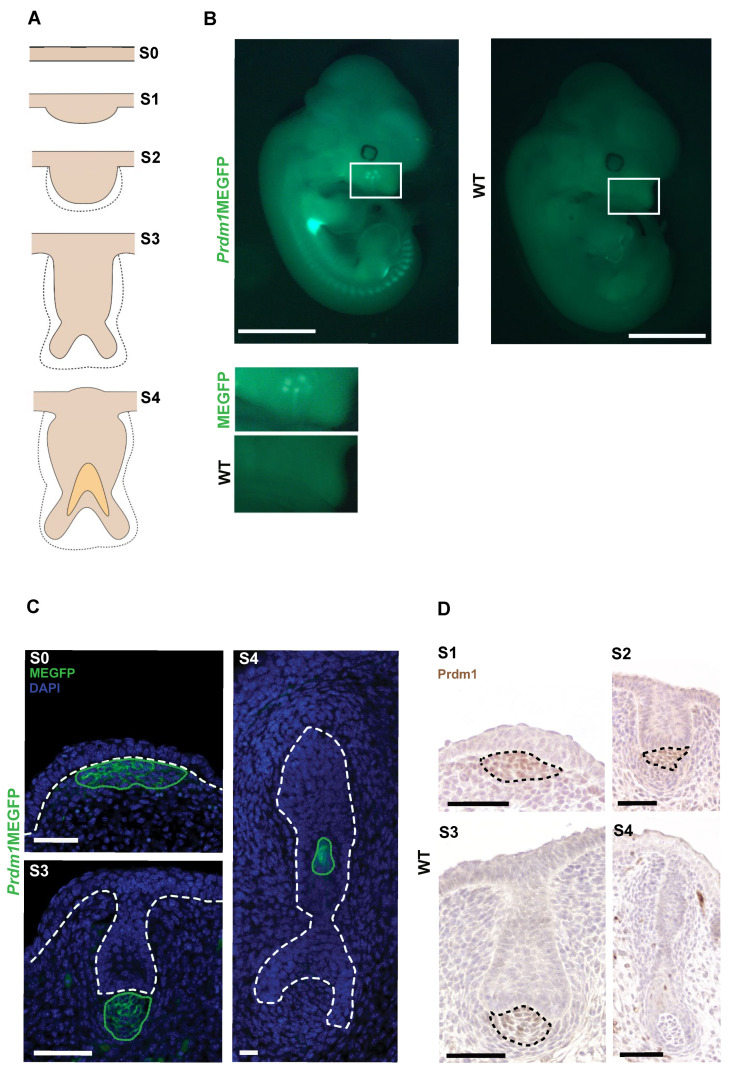
*Prdm1* is expressed in the early mesenchymal condensate during whisker development. (**A**) Schematic representation of the whisker follicle developmental stages (S1–S4). Whisker development starts around embryonic day E12.5 (day 0 of whisker development) when an early dermal condensate appears in the whisker pad below the embryonic epidermis, which will, in turn, thicken to form a placode in stage 1. Subsequently, an epidermal down growth (stage 2) and a dermal papilla (stage 3) are formed. A hollow cone (stage 4) develops by the hardening of cells belonging to the hair matrix, thus, giving rise to the inner root sheath. Image elaborated on (Hardy 1992). (**B**) *Prdm1*MEGFP versus wild-type (wt) embryo at E12.5. The fluorescent signal is observed in the developing whisker pad, forelimb, hindlimb, and somites. The whisker pads are highlighted in the white boxes. Right below full embryo pictures is the magnification of the transgenic and wild-type whisker pads. (**D**) *Prdm1* IHC on developing whisker pad (E12.5 to E15.5). Left panel, *Prdm1* is expressed in the mesenchymal compartment from stage 1 (S1) to stage 3 (S3) of whisker development. Black dashed circles envelop the areas where *Prdm1* is expressed. (**C**) GFP immunofluorescence on *Prdm1*MEGFP whisker pads. On the top left, *Prdm1* expression can be detected before placode formation (S0). The GFP expression in the dermal fibroblasts at stage 3 (S3) and in the IRS at stage 4 (S4) confirms that the reporter *mouse* recapitulates the endogenous pattern of expression of *Prdm1*. The white dashed lines indicate the epidermal–dermal junction in S0–S3 and demarcate the follicle from the surrounding mesenchyme in S4. The green dotted lines indicate the areas of GFP expression in *Prdm1*MEGFP mice. Scale bar: 50 μm.

**Figure 3:**
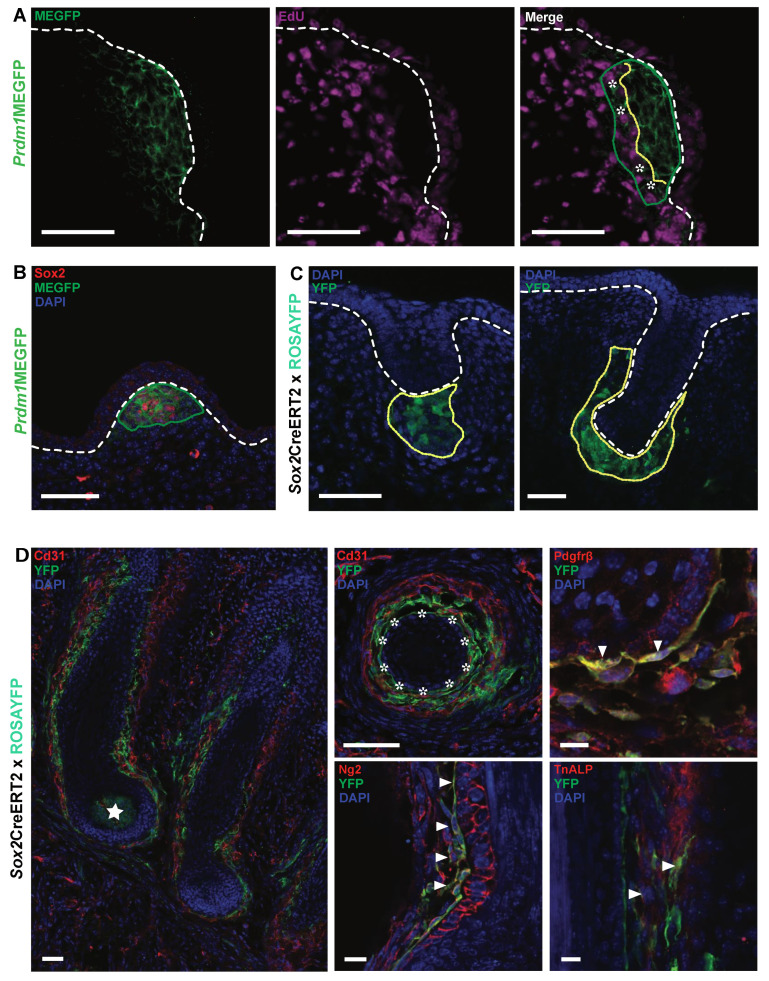
*Prdm1*/*Sox2* cells in early whisker mesenchymal condensate contribute to several lineages of the adult whisker. (**A**)The vast majority of GFP-positive cells do not incorporate I contrarily to the peripheral ones at E12.5. The yellow dashed area indicates the separation between the two populations (asterisk indicates *Prdm1*+ peripheral cycling cells). (**B**) The *Sox2* immunofluorescence on *Prdm1*MEGFP whisker pads reveals that *Sox2* marks a subpopulation of *Prdm1* positive cells. Note that Sox2 is also expressed in the putative oligodendrocytes surrounding the nerve endings surrounding the whisker pre-mesenchymal condensate. Cre expression was induced upon tamoxifen injection in E12.5 *Sox2^CreERT2^* crossed with ROSAYFP embryos and examined for *YFP* expression either in the early stages (E13, E14) or at the completion of development (E17, P3). (**C**) Note that YFP is first expressed in a cluster of mesenchymal cells right underneath the hair germ; when the latter becomes the hair peg, the YFP cluster envelops it into a mesenchymal cup. (**D**) Analysis at later time points (E17-P3) reveals the extensive contribution of YFP+ cells to several lineages of the whisker follicle including the DP (starred) and the DS (asterisks). Several YFP+ cells in close contact with the endothelial ones (expressing Cd31) can be observed inside the vascular sinuses; those cells express markers of pericytes such as Tnap, Ng2, and Pdgfrβ (white triangles indicate areas of co-expression). White dashed lines (**A**–**C**) indicate the epidermal–dermal junction. Green dotted lines indicate clusters of GFP positive cells (**A**,**B**); yellow dotted lines indicate the progeny of *Sox2* positive cells (YFP positive, C). Scale bars: 50 μm, 10 μm (Ng2), 20 μm (Tnap).

**Figure 4:**
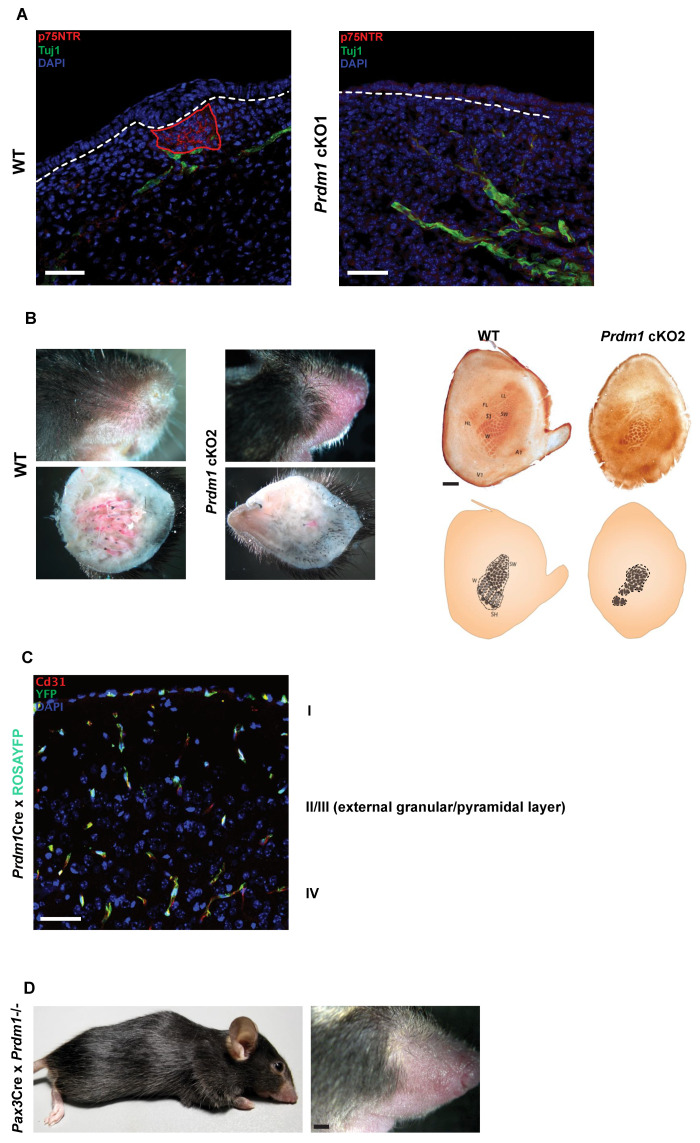
*Prdm1* knockouts lead to disrupted trigeminal nerve wiring and a major reorganization of the barrel cortex. (**A**)Tuj1 immunofluorescence on *Prdm1* cKO whisker pad at E13.5 reveals the innervation process in the early stages of whisker development. Note that the nerve fibers encapsulate the mesenchymal condensate in the wild-type, whereas they act as free nerve endings in cKO1 fetuses. The red dotted line indicates the area of dermal condensate expressing p75NTR, while the white one indicates the separation between the epidermis and the dermis. Scale bar: 50 μm. (**B**) On the left, closeup of whisker pads of WT and *Wnt1*Cre driven *Prdm1* KO (cKO2) mice. On the right, cytochrome oxidase staining on the barrel cortex of *Wnt1*Cre driven *Prdm1* KO (cKO2) mice. Note the absence of the vast majority of barrels representing the macro vibrissae and the rearrangement of the ones representing the micro vibrissae. (**C**) Cd31 (red) and GFP immunofluorescence on the somatosensory cortex of *Prdm1*Cre crossed with ROSAYFP mice. Note that the axons and neurons of layer four of the cortex have never expressed *Prdm1* and that YFP+ positive cells are of endothelial origin. Scale bar: 50 μm. (**D**) *Pax3*Cre driven *Prdm1* KO (cKO2) whisker pads recapitulate the phenotype of cKO2. Scale bar: 1 mm.

**Figure 5:**
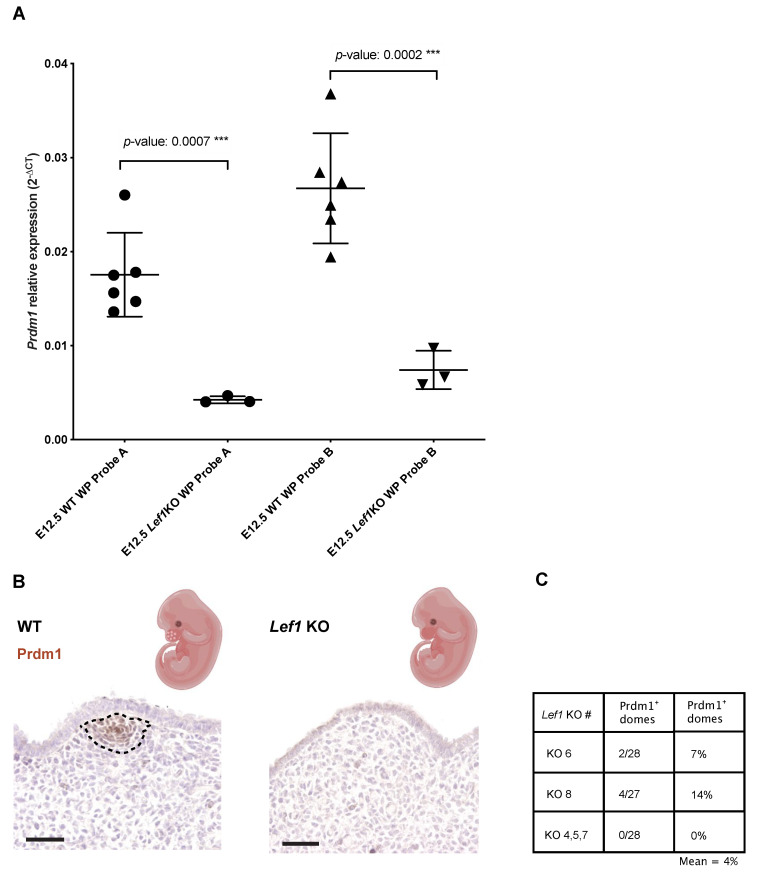
*Lef1* acts upstream of *Prdm1* during the whisker developmental program. (**A**) Quantification of *Prdm1* by RT-qPCR in both wild-type and *Lef1* KO E12.5 whisker pads (each dot represents a replicate) indicates a severe decrease in *Prdm1* expression in *Lef1* KO mice compared to the WT counterpart (*p*-value: 0.0007 ***). (**B**) *Prdm1* IHC on WT and *Lef1* KO whisker pads (E12.5). Note the absence of expression of *Prdm1* in the ectodermal elevation preconfiguring sites of whisker induction in the *Lef1* KO embryos (KO 4, 5, 7). (**C**) Quantification of *Prdm1* expressing domes in *Lef1* KO whisker pad. *Lef1* KO # indicates the number assigned to the KO embryo analyzed. ***: *p*-value ≤ 0.001.

**Figure 7:**
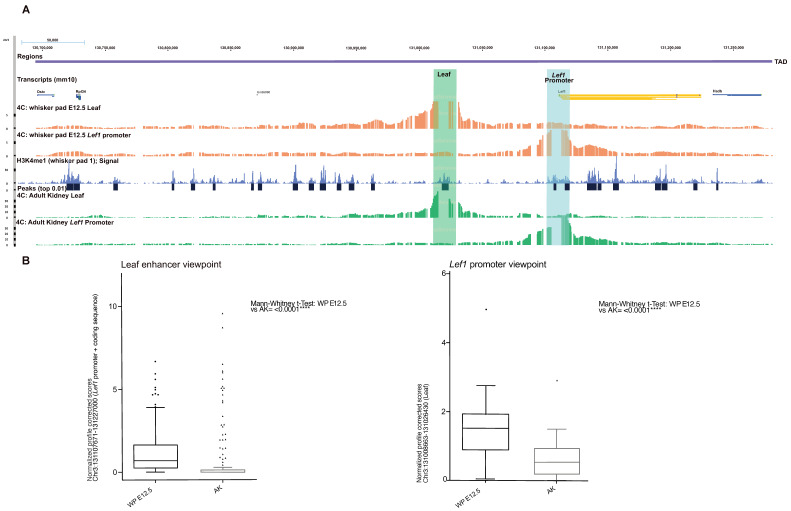
*Lef1* promoter contacts Leaf (and vice-versa) in early whisker development. (**A**) 4C-Seq on E12.5 whisker pad and adult kidney (negative control). Normalized contacts in the E12.5 whisker pad (orange) or the adult kidney (green), from the *Lef1* promoter (1^st^ track) and Leaf (2^nd^ track), in the TAD region where Leaf resides. The H3K4me1 profile on E12 whisker pads is represented together with the significant peaks (blue). The green box indicates the genomic region where Leaf resides. (**B**) Boxplots of normalized and profile corrected scores from/to *Lef1* promoter to/from Leaf region in E12.5 whisker pad and adult kidney. ****: *p*-value ≤ 0.0001.

**Table 1:** Mouse strains used in the study.

Strain Name	Provider
B6.Cg-Tg(*Prdm1*-cre)1Masu/J	The Jackson Laboratory
B6.129-*Prdm1*tm1Clme/J	The Jackson Laboratory
*Prdm1*MEGFP	Mitinori Saitou, MTA
B6.Cg-Gt(ROSA)26Sortm3(CAG-EYFP)Hze/J	The Jackson Laboratory
Tg(*Sox2*-cre)1Amc	The Jackson Laboratory
B6;129S-*Sox2*tm1(cre/ERT2)Hoch/J	The Jackson Laboratory
STOCK Tg(*Wnt1*-cre)11Rth Tg(*Wnt1*-GAL4)11Rth/J	The Jackson Laboratory
*Lef1*tm1Rug	Rudolf Grosschedl and Werner Held, MTA

**Table 2:** List of primers used for genotyping.

Primer Name	Primer Sequences
EGFP *	Primer Fw: CCTACGGCGTGCAGTGCTTCAGC
	Primer Rv: CGGCGAGCTGCACGCTGCGTCCT
Generic Cre	Primer Fw: CTAGAGCCTGTTTTGCACGTTC
	Primer Rv: GTTCGCAAGAACCTGATGGACA
*Prdm1* Cre	Primer Fw: GCCGAGGTGCGCGTCAGTAC
	Primer Rv: CTGAACATGTCCATCAGGTTCTTG
*Lef1*KotmGro	Primer 24: CCGTTTCAGTGGCACGCCCTCTCC
	Primer 25: TGTCTCTCTTTCCGTGCTAGTTC
	Primer 26: ATGGCGATGCCTGCTTGCCGAATA
ROSAYFP	Primer 1: AAGGGAGCTGCAGTGGAGTA
	Primer2: CCGAAAATCTGTGGGAAGTC
	Primer3: ACATGGTCCTGCTGGAGTTC
	Primer4: GGCATTAAAGCAGCGTATCC
*Prdm1^lox/lox^*	Primer common A: CCTGGTTAGTAGTTGAATGGGAGC
	Primer F1A: GTGCTTTTCTTGTGTTGGGAGG
	Primer F2A: AGCAGTGTTTCTGAGTGGGTGG

*: *Prdm1*MEGFP embryos were genotyped under UV light.

**Table 3:** List of antibodies used in the study.

Antibody	Species	Dilution	Clone	Company
Prdm1	*Mouse*	1:500	3H2-E8	Abcam
Sox2	*Mouse*	1:2000	9-9-3	Abcam
p75	*Mouse*	1:1000	9G395	UsBiologicals
GFP	*Goat*	1:1000	6673	Abcam
CD31	*Rat*	1:500	MEC13.3	BD Biopharmingen
Ng2	*Rabbit*	1:300	AB5320	Millipore
AR	*Rabbit*	1:5000	PG-21	Millipore
Tuj1	*Goat*	1:300	MMS-435P	Covance
Tuj1	*Rabbit*	1:300	MRB-435P	Covance
Pdgfrb	*Rabbit*	1:300	28E1	Cell Signaling
GFP	*Goat*	1:1000	NB100-NB1770	Novus

**Table 4:** List of primers used for 4C-Seq.

Viewpoint	Name	Sequence (5′->3′)
*Lef1* promoter	PromNla3Illumina	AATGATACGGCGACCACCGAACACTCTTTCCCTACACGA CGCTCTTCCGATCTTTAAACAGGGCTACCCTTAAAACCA
*Lef1* promoter	PromDpn5Illumina	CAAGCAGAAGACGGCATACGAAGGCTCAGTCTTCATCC ACACC
Leaf	EnNla2Illumina	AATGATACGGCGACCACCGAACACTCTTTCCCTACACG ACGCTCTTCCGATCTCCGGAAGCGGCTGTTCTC
Leaf	EnDpn1Illumina	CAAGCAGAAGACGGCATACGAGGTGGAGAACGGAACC CAAG

**Table 5:** Deposited bioinformatic data.

Data Type	Website	Accession
4C-Seq	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193356, accessed on 12 January 2022	GSE193356
CUT&Tag	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE192851, accessed on 12 January 2022	GSE192851

## Data Availability

All bioinformatic data are available at GEO (NCBI) under the accession codes GSE193356 and GSE192851.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biomedicines10102647/s1, Figure S1, (A) *Prdm1* IHC on developing head/back pelage hair follicles. *Prdm1* expression in pelage hair follicle development is transient, lasts until hair germ formation (S2), and is independent of the embryonic origin of the mesenchyme. Dashed circles envelop the areas where *Prdm1* is expressed. Scale bar: 50 μm. (B) WT E12.5 embryo compared to *Prdm1* cKO1. cKO1 embryos display no whisker placodes macroscopically. Figure S2, (A) Expression of Sox2 in wild-type and *Prdm1* cKO1 whisker pad at E13.5. No dermal condensate can be detected in cKO1 embryos. Scale bar: 500 μm (B) *Edar* and *Krt17* expression evaluated by RT-qPCR on E13 whisker pads of wild-type and cKO1 mice. Figure S3, *Prdm1*Cre lineage tracing in developing whisker pads. *Prdm1*Cre was crossed with a ROSAYFP strain and developing whisker pads were analyzed at E12.5 and E13. YFP-positive cells encompass the developing whisker. Scale bar: 50 μm. Figure S4, *Wnt1*Cre driven homozygous *Prdm1* knockout mice (cKO2) lack almost all the macro vibrissae except for the 1–3 distal ones of the first row, as observed both macroscopically and microscopically (C,D,E) compared to wild-type animals (A,B). The barrel cortices of the correspondent animals were stained with cytochrome oxidase and revealed a major rearrangement. Residual macro vibrissae are represented by enlarged barrels; the barrels representing micro vibrissae are still present, though highly disorganized. cKO2 whisker pads display unperturbed pelage hair follicle formation at P21 (G) compared to wild-type animals (F). Figure S5, (A) Additional H3K4me1 profiles across all three CUT&Tag replicates. The green box indicates the genomic region where Leaf resides. (B) Ar IHC shows no expression in the E12.5 whisker pad compared to the dorsal root ganglia (positive control). (C)Validation of the lack of *Ar* expression in E12.5 whisker pad by RT-qPCR. Figure S6, Quality controls of CUT&Tag H3K4me1 in E12 whisker pads. A. Sequencing depth B. Alignment Rate C. Unique Fragments D. Fragment Length E. Correlation plot between the H3k4me1 samples and the IgG controls. F. Number of significant H3K4me1 peaks with or without IgG control G. Fraction of Reads in Peaks in the different sets of peaks H. Peak reproducibility rate. Figure S6, (A) Additional H3K4me1 profiles across all three CUT&Tag replicates. The green box indicates the genomic region where Leaf resides. (B) AR IHC shows no expression in the E12.5 whisker pad compared to the dorsal root ganglia (positive control). (C)Validation of the lack of Ar expression in E12.5 whisker pad by RT-qPCR.

# Supplementary material for: The Transcriptional Regulator Prdm1 Is Essential for the Early Development of the Sensory Whisker Follicle and Is Linked to the Beta-Catenin First Dermal Signal
**Source:** Biomedicines. 2022 Oct 20;10(10):2647. doi: 10.3390/biomedicines10102647
**Supplement:** Supplementary file 1

Supplementary Materials:

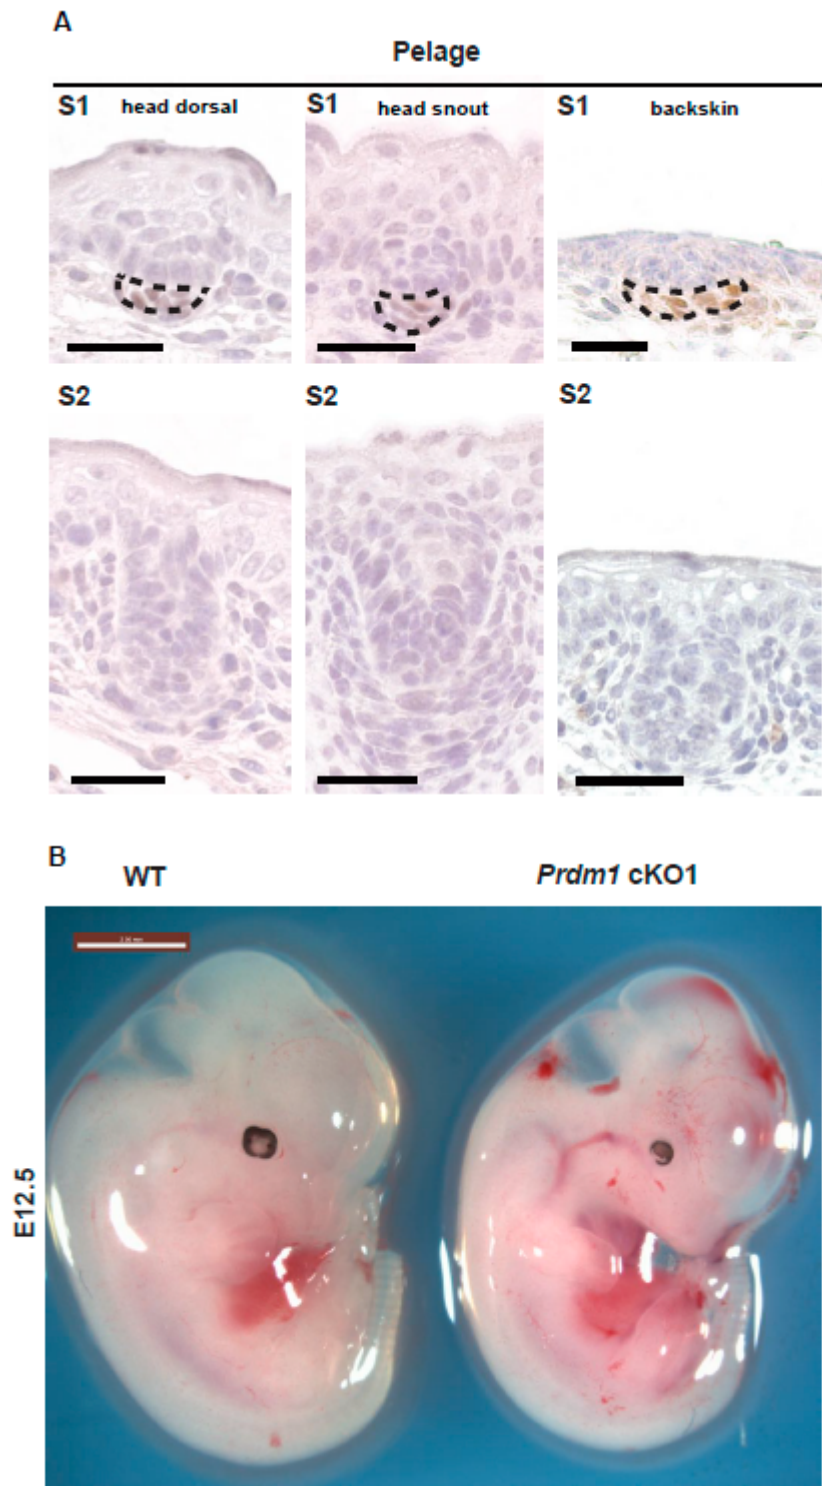

**Figure S1.** (A) *Prdm1* IHC on developing head/back pelage hair follicles. *Prdm1* expression in pelage hair follicle development is transient, lasts until hair germ formation (S2), and is independent of the embryonic origin of the mesenchyme. Dashed circles envelop the areas where *Prdm1* is expressed. Scale bar: 50  $\mu$ m. (B) WT E12.5 embryo compared to *Prdm1* cKO1. cKO1 embryos display no whisker placodes macroscopically.

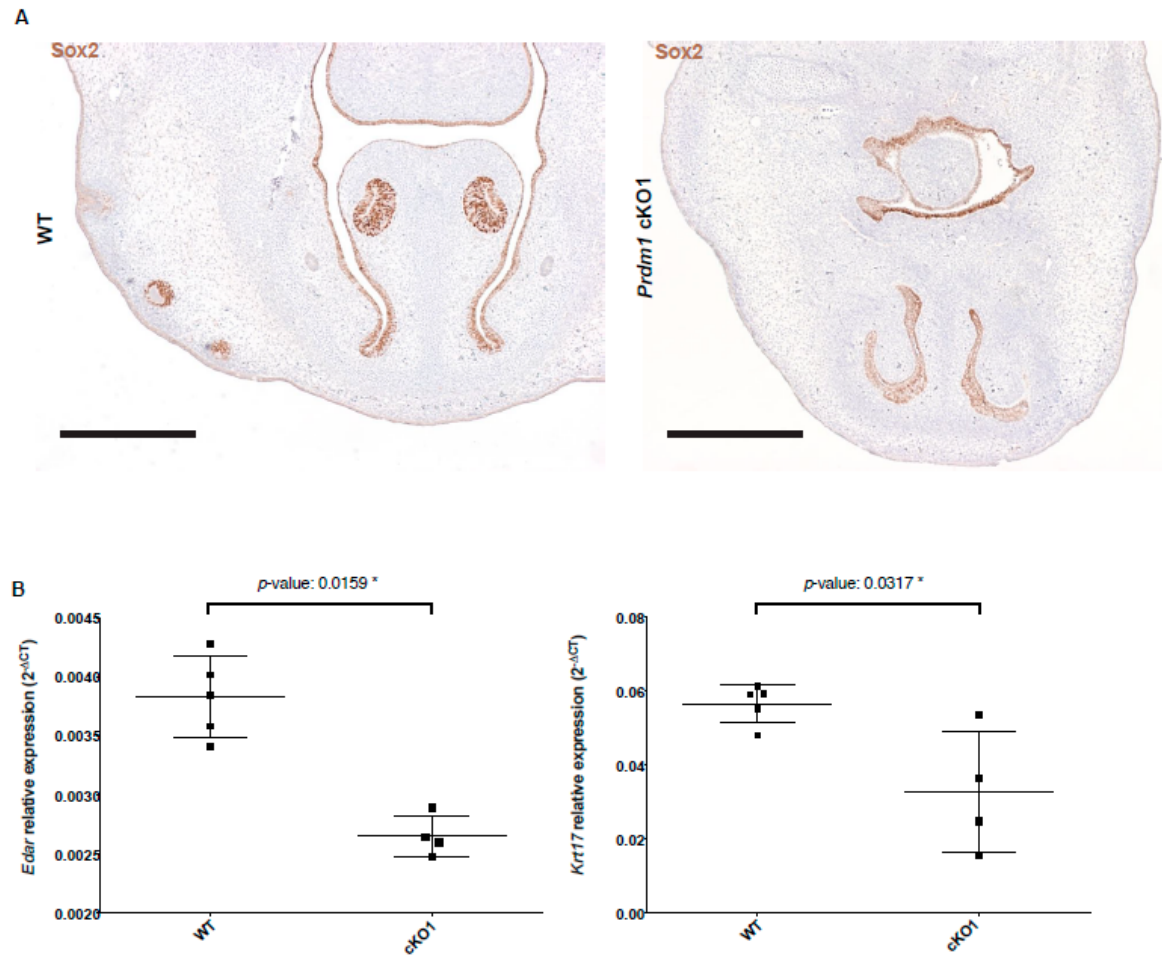

**Figure S2.** (A) Expression of Sox2 in wild-type and *Prdm1* cKO1 whisker pad at E13.5. No dermal condensate can be detected in cKO1 embryos. Scale bar: 500  $\mu$ m (B) *Edar* and *Krt17* expression evaluated by RT-qPCR on E13 whisker pads of wild-type and cKO1 mice.

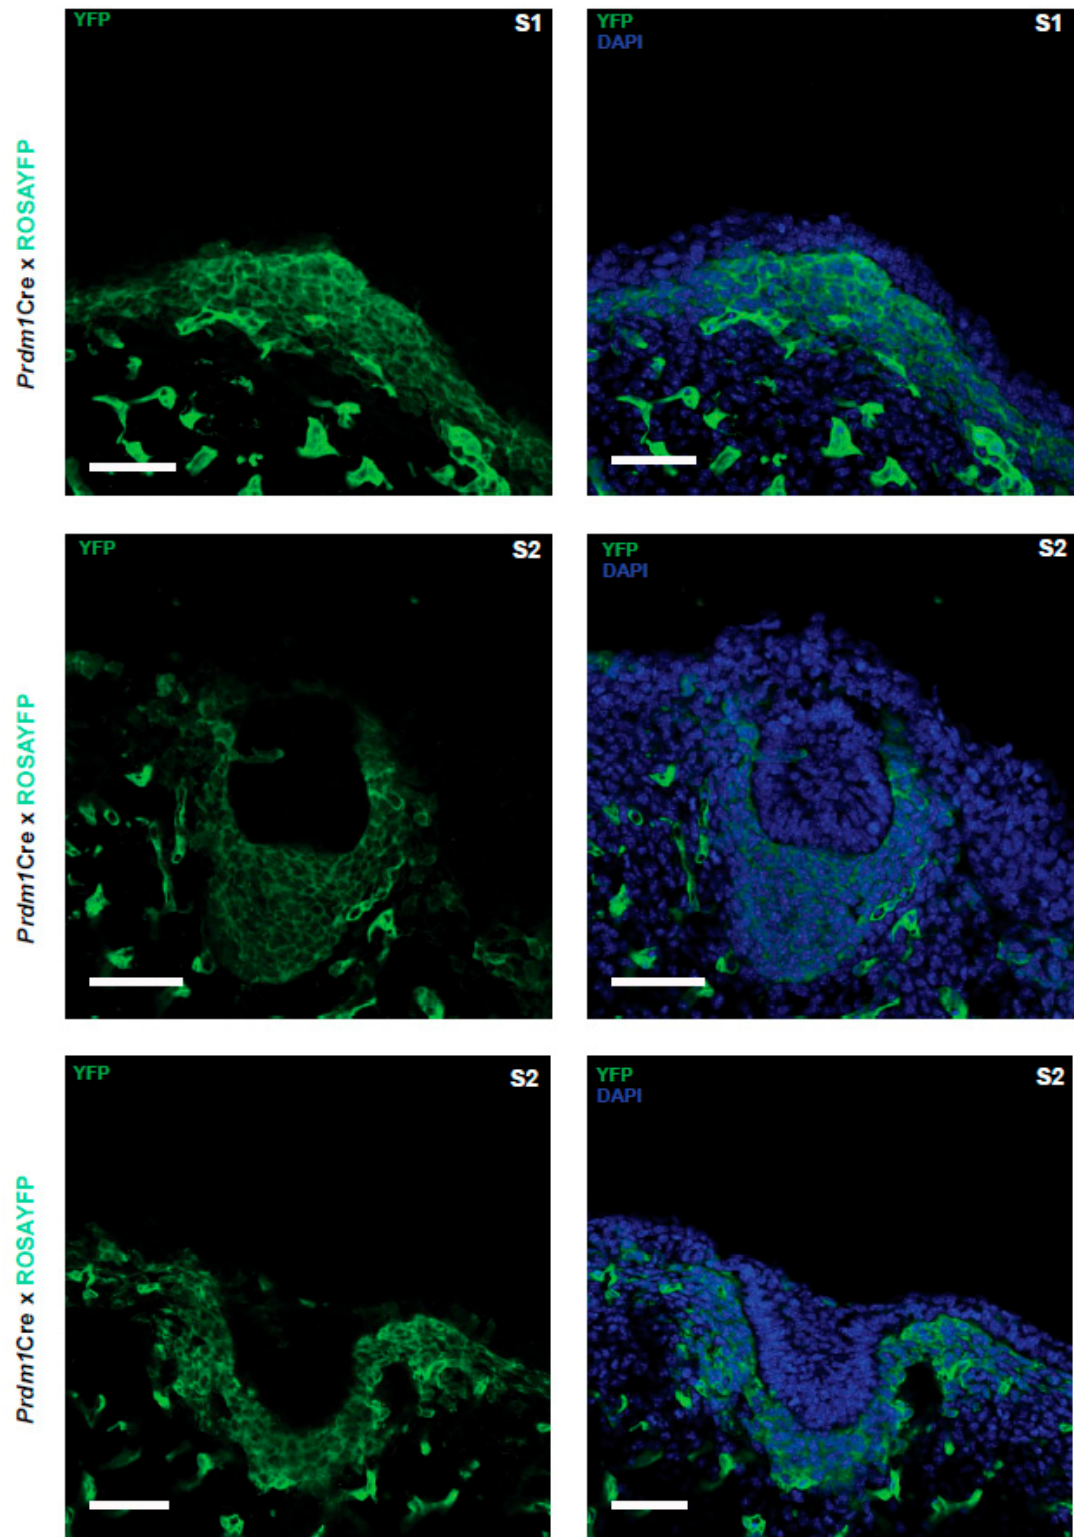

**Figure S3.** *Prdm1*Cre lineage tracing in developing whisker pads. *Prdm1*Cre was crossed with a ROSAYFP strain and developing whisker pads were analyzed at E12.5 and E13. YFP-positive cells encompass the developing whisker. Scale bar: 50  $\mu$ m.

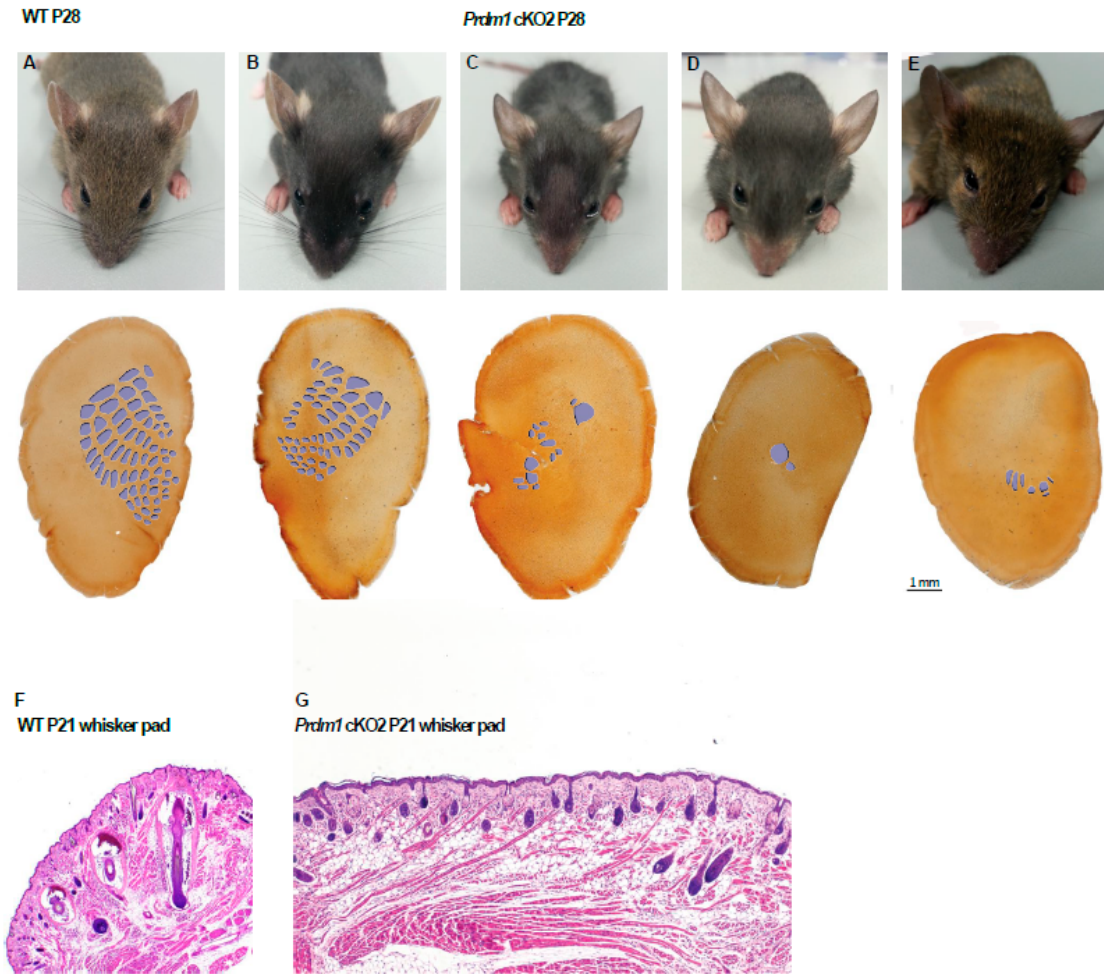

**Figure S4.** *Wnt1*Cre driven homozygous *Prdm1* knockout mice (cKO2) lack almost all the macro vibrissae except for the 1–3 distal ones of the first row, as observed both macroscopically and microscopically (C,D,E) compared to wild-type animals (A,B). The barrel cortices of the correspondent animals were stained with cytochrome oxidase and revealed a major rearrangement. Residual macro vibrissae are represented by enlarged barrels; the barrels representing micro vibrissae are still present, though highly disorganized. cKO2 whisker pads display unperturbed pelage hair follicle formation at P21 (G) compared to wild-type animals (F).

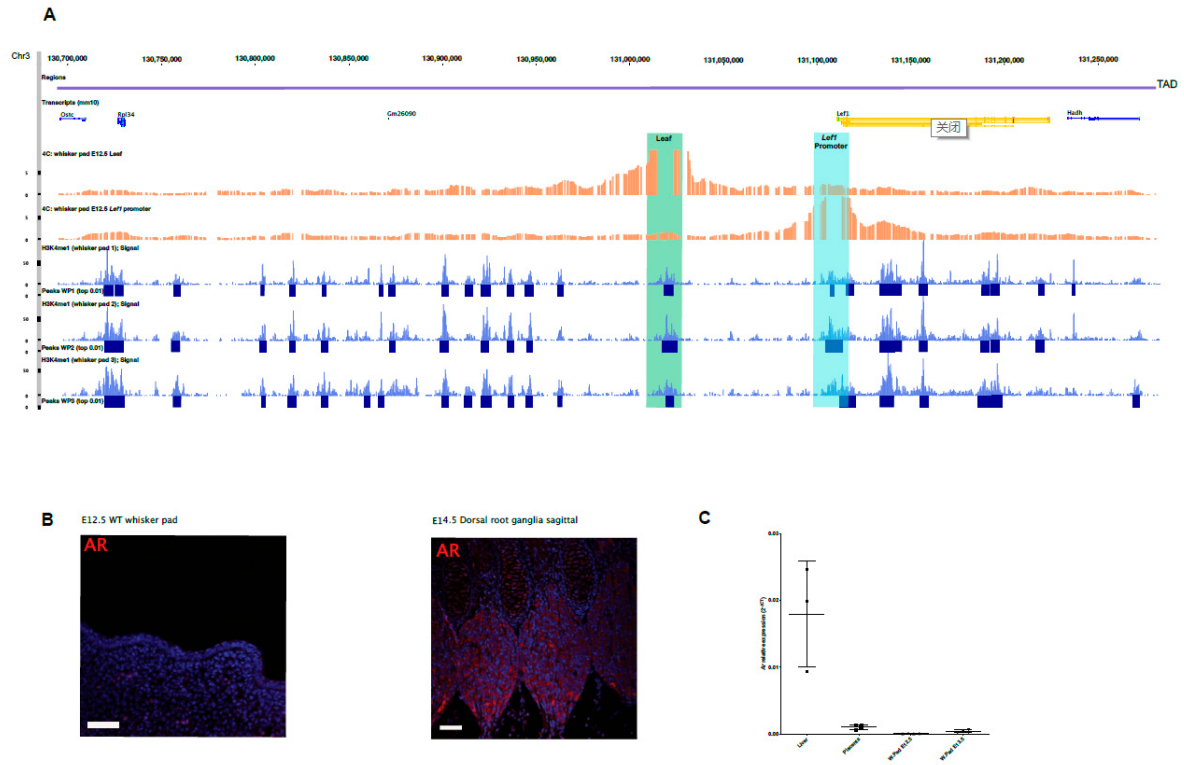

**Figure S5.** (A) Additional H3K4me1 profiles across all three CUT&Tag replicates. The green box indicates the genomic region where Leaf resides. (B) Ar IHC shows no expression in the E12.5 whisker pad compared to the dorsal root ganglia (positive control). (C) Validation of the lack of *Ar* expression in E12.5 whisker pad by RT-qPCR.

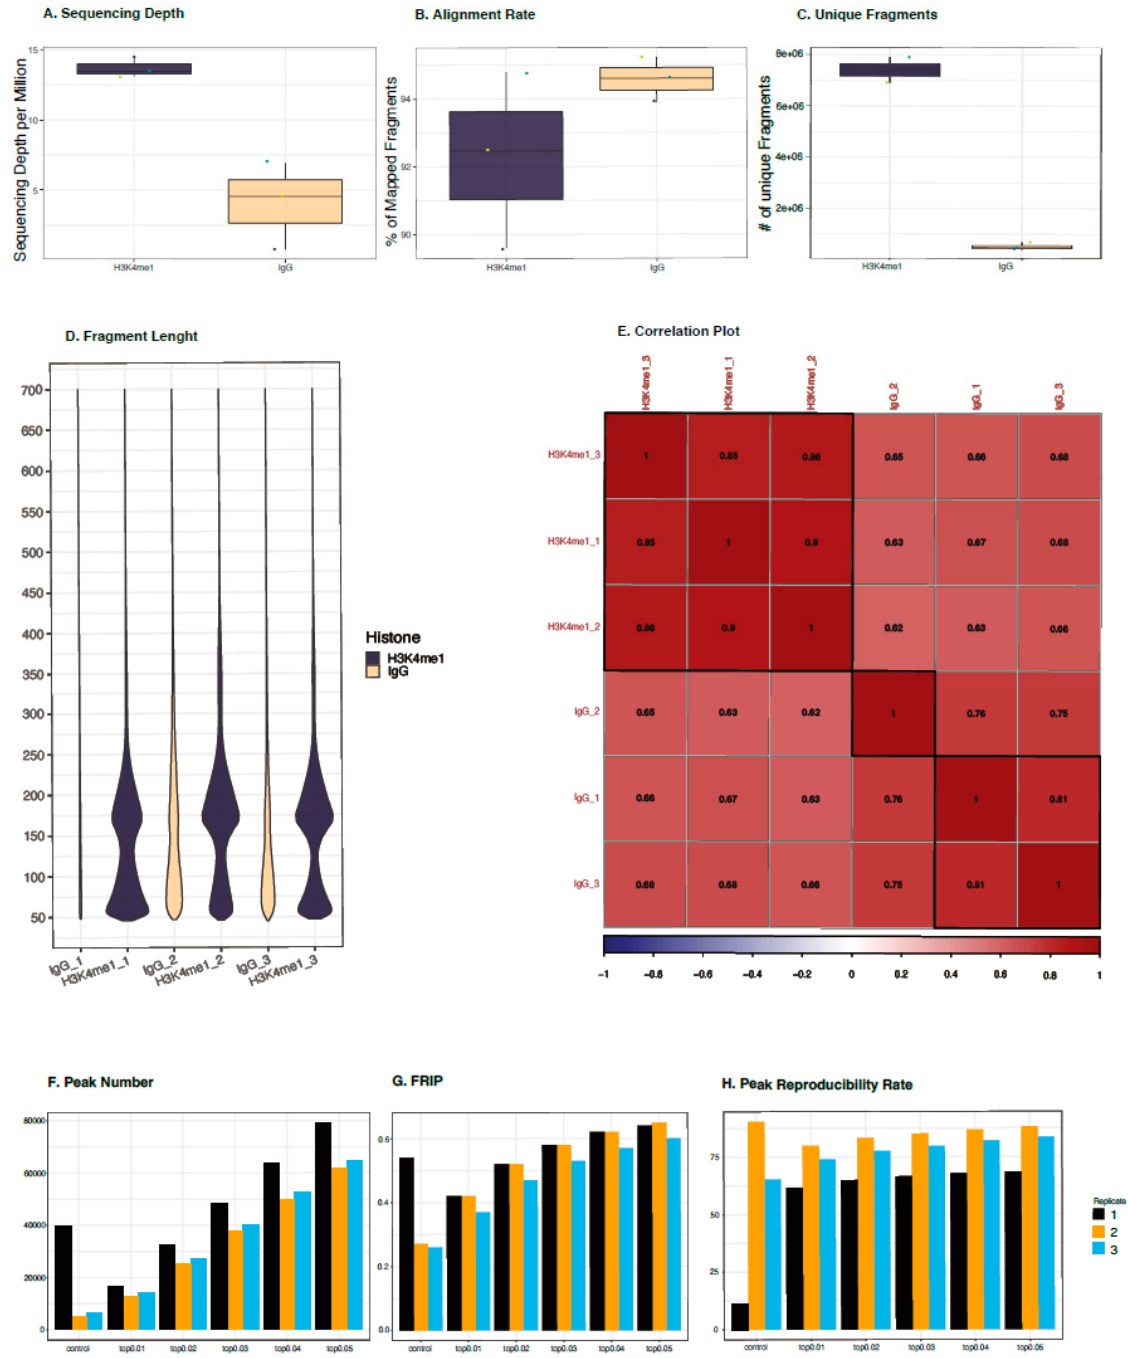

**Figure S6.** Quality controls of CUT&Tag H3K4me1 in E12 whisker pads. A. Sequencing depth B. Alignment Rate C. Unique Fragments D. Fragment Length E. Correlation plot between the H3k4me1 samples and the IgG controls. F. Number of significant H3K4me1 peaks with or without IgG control G. Fraction of Reads in Peaks in the different sets of peaks H. Peak reproducibility rate.

How the deposited data were processed for this re-analysis (not part of the article)

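4C-Seq was analysed in 4 libraries, from E12.5 whisker pads and adult kidney with the *Lef1* promoter and Leaf as viewpoints. There was 1 library per tissue and viewpoint. The authors digested the chromatin with NlaIII and DpnII, sequenced the ligation products, aligned the reads to mm10 (GRCm38) and computed scores per restriction fragment with the HTSstation pipeline. They deposited a raw score, a signal that is never negative, and a smoothed signal for each fragment and library. The deposited signal is not in whole reads, and the text of the paper does not name the scaling that precedes it. The numbers of reads are therefore unknown, and no counting interval is given. Low scores, between 0.3 and 10, fell on whole multiples of a library-specific step for 66.1% to 76.8% of values, too few to recover reads.

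Positions are 1-based on chromosome 3 of GRCm38. Of 2000 fragments drawn from chromosome 3, 2000 had an NlaIII site at both ends and 1960 held a DpnII site. The number of per-sample columns not used was 0. From the raw scores, normalized and profile corrected scores were computed as the methods describe. The constant of the profile correction was fitted on fragments above 0 within 1 Mb, a detail that the methods leave open. The Leaf and *Lef1* regions of the methods were compared by a two-sided Mann–Whitney statistic across fragments. As zeros are tied, the p-value came from 100000 permutations of the tissue labels over fragments, adjusted by the Benjamini-Hochberg method over 4 comparisons. The tie-corrected normal approximation gave 0.00111 for the normalized scores of the Leaf region, where the permutation test gave 0.00082. Neighbouring fragments are not independent, and a comparison of 2 libraries does not measure variation between animals.

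Each region was also set against all windows with the same number of consecutive fragments within 1 Mb on either side of the viewpoint, by the log2 ratio of mean normalized scores with a pseudocount of 0.01. The same permutation test was run in each of these windows with 1000 resamples. Shares of the score were given with a 95% interval from 1000 bootstrap draws of blocks of 11 fragments, which covers variation along the chromosome only. On simulated data, windows of 25 fragments with a planted 3-fold difference were called in 92.0% of 200 windows, and windows with no difference in 7.0%. When 1 of the simulated libraries detected fewer fragments and no difference was planted, 41.5% of windows were called. The simulated detection did not vary with distance and was not set to that of the compared regions. Fragments above 0 made up 100% in whisker pad and 80% in kidney in the Leaf region. In the *Lef1* region they made up 82.9% and 30.3%, so that 41.5% is not a rate of false calls for either region.

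The regions named in the text were those the paper names, and up to 5 windows of 11 fragments with the highest and up to 5 with the lowest ratio from each viewpoint, among windows whose larger mean score was at least 1. The alternatives changed the scaling, the excluded region, the smoothing, the fragments used, the pairing and blocks of fragments in the test, the fit of the profile correction, the regions, the windows and the pseudocount. These designs and alternatives were set before the data were examined, except where a choice is said to have been made later. In a value without a test, a change was counted when it left the bootstrap interval, or for a share of windows the 95% Wilson interval. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with GENCODE M21 for genes. The CUT&Tag data were not analysed here.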

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

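The windows below were noticed in the data, and the tests on them were set before their results were seen, except where said otherwise. The reading of some of these tests was changed afterwards, as said below. They lie outside the Leaf region, the *Lef1* region and *Hadh*, and had higher scores in whisker pad than in kidney, the paper's negative control. From the *Lef1* promoter, the log2 ratio of mean normalized scores was 5.33 at 130964991 to 130973060, an intergenic stretch between Leaf and the TRACER insertion where 11 of 11 fragments were above 0 in whisker pad and 1 in kidney. It was 3.96 at 130906168 to 130917110, within the long non-coding RNA *2010110G14Rik*. It was 3.52 at 130717370 to 130727925, which reaches *Rpl34*, and 3.37 at 130704916 to 130713115, which overlaps *Ostc*. From Leaf, the ratio was 7.71 at 130715292 to 130726987, which reaches *Rpl34*, 7.19 at 130568239 to 130574300 in *Col25a1*, and 6.79 at 130683498 to 130693352, 2560 bp from *Ostc*. In these 3 windows from Leaf all 11 fragments were at 0 in kidney, so that the ratio is set by the pseudocount of 0.01. The 5 windows with the lowest ratios from Leaf were as extreme in the other direction, from -7.52 to -6.77, with 0 fragments above 0 in whisker pad and 1 in kidney in each. From the *Lef1* promoter, the 5 lowest ratios lay between -1.49 and -0.96.

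Of the 5 highest windows from each viewpoint, 2 pairs overlapped, the pair at *Rpl34* and a pair within *Hadh*. A chance overlap was tested by moving the Leaf windows around the fragments within 1 Mb. As many overlaps were found in 1.49% of 1942 shifts. When the shifts were limited to 448 kb, the distance of the farthest of the selected windows, the share was 9.10% of 824 shifts, but this limit follows from the windows under test. For this reason the test was read as undecided, a choice made after its value was seen. With limits of 500 kb to 900 kb, chosen after seeing the data, the share fell from 5.94% to 1.66%, so that it depends on the stretch used and a chance overlap is not settled. Single extreme fragments do not account for the ratios from the *Lef1* promoter, as the lowest log2 ratio of its 2 overlapping windows was 3.05 without the highest whisker pad fragment. From Leaf such a check had been planned too but is not possible, since the pseudocount sets the ratio, and 7 and 6 of the 11 fragments were above 0 in whisker pad. A kidney score of 0 was found in 2.32% of 518 overlapping Leaf viewpoint windows with a whisker pad score of at least 1. All 12 such windows overlapped the 5 highest windows from Leaf, which had been selected for this pattern, so that this share cannot decide whether lower detection around the locus in kidney gives such windows. By the limit set beforehand, the share would have counted against lower detection, and that reading was set aside after the value was seen. The opposite direction was seen at the *Rpl34* gene itself, where the mean score from Leaf was 1.72 in whisker pad and 2.85 in kidney over 4 fragments, a direction that reversed when scores were scaled to the median of fragments above 0. With shares from 1.49% to 9.10% of shifts and 1 library per tissue, the overlap at *Rpl34* cannot be told apart from chance or from fewer fragments detected around the locus in kidney.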

How the results depend on the processing

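The share of fragment pairs with the higher score in whisker pad stayed above 50% in every alternative set before the data were examined. For the Leaf region it ranged from 69.4% to 95.4% with normalized scores (9 alternatives) and from 79.0% to 97.8% with profile corrected scores (12 alternatives). For the *Lef1* region it ranged from 69.9% to 79.0% (10 alternatives) and from 74.6% to 80.9% (13 alternatives), and the permutation p stayed under 0.05 in all of these. Some alternatives could not move the share. Pairing the scores by fragment and swapping the labels in blocks change only the p-value, so both keep the main share. The scale cancels in the profile correction, the Leaf region has no fragment at 0 in both libraries, and the region drawn in Figure 7B holds the same fragments as that of the methods.

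The Leaf region lost the 0.05 threshold in 3 settings. With the 7 fragments within 2 kb of Leaf and normalized scores, the share was 69.4% (exact permutation test, p = 0.259), while profile corrected scores gave 85.7% (exact permutation test, p = 0.0262). The test does not pair by fragment, and each of these 7 fragments had the higher normalized score in whisker pad. With tissue labels swapped in blocks of 11 fragments, the shares of 77.0% and 84.2% had p = 0.25 in the permutation test, which is the smallest p that so few blocks allow. When only the presence of a score was compared, a choice made after seeing the data, the share was 60.0% (Fisher's exact test, p = 0.0502). At the *Lef1* region, the normalized share was 41.9% at the 43 fragments above 0 in both libraries, also chosen after seeing the data, 51.7% when these were scaled to all of chromosome 3 and 63.0% when scaled to the median of fragments above 0. With profile corrected scores it was 49.8%. This filter removes 83 fragments above 0 only in whisker pad and 3 above 0 only in kidney, so that it is set by the difference being tested and its direction by the scale.

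The share of windows with a lower ratio than a region changed with how windows were compared. For non-overlapping windows, most intervals overlapped the main one. For the Leaf region, the 74.7% of windows with a lower ratio became 83.8% with 111 windows on the same side at 0.5 to 2 times the distance, 70.8% with windows of the same length, 83.0% with a pseudocount of 0.1, and 12.1% when the ratio was of fragments above 0. For the *Lef1* region, 77.2% became 0% with 16 windows on the same side, 74.4% with windows of the same length and 27.0% for fragments above 0. These windows overlap. When only non-overlapping windows were kept, 57 of 78 (95% Wilson interval, 62.3% to 81.7%) had a lower ratio than the Leaf region and 8 of 10 (49.0% to 94.3%) a lower ratio than the *Lef1* region, and 1 of the 16 windows remained. Kept in the same way, 4 of 6 windows on the same side (30.0% to 90.3%) had a lower ratio than the Leaf region. So had 64 of 78 with a pseudocount of 0.1 (72.1% to 89.0%) and 11 of 78 for fragments above 0 (8.06% to 23.5%). For the *Lef1* region, 2 of 10 were lower for fragments above 0 (5.67% to 51.0%). The changes with windows of the same length are also not distinguishable, and the 0% rests on 1 independent window. Only the interval of the Leaf region for fragments above 0 lay apart from the main one. In that region all 25 fragments were above 0 in whisker pad and 20 in kidney. The log2 ratio of these counts, 0.31, was thus the highest possible for the kidney count, so that its low rank does not speak against higher whisker pad scores. The share of chromosome 3 within 700 kb moved to 10.9% in whisker pad and 12.8% in kidney when fragments were counted. The 673 fragments there were above 0 in 93.5% and 58.8% of cases, so that the whisker pad count was close to its ceiling and the kidney count was not. Apart from these limits of a count, the cause of the changes was not tested.

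Another scale adds the same shift to the log2 ratio of every region of a viewpoint, up to the pseudocount. From the *Lef1* promoter, this shift was 0.74 when scaled to all of chromosome 3 and 1.08 when scaled to the median of fragments above 0, and from Leaf it was 0.72 and 1.49. Ratios near 0 change sign for this reason. At the *Lef1* gene from its own promoter, the log2 ratio of whisker pad to kidney was -0.37 with the main scale, 0.36 and 0.70 with these scales, and 0.66 after profile correction, which was added later. At *Rpl34* from Leaf, with 4 fragments, it was -0.73 and became 0.75 when scaled to that median. Keeping the excluded region in the mean was not run because its cells are empty, and thinning was not run because scores are not whole counts. Pairing the scores by fragment gave p = 0.00053 for the normalized Leaf region in the permutation test. No pairing of replicates was possible, as each tissue and viewpoint has 1 library.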

Differences from the paper's values

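Of the 8 values set beside the paper's, only 1 is stated by the paper as a number. For the normalized scores of the Leaf region, the permutation test gave p = 0.00082, and the paper's value is 0.0008. For the other 3 comparisons the paper gives an upper bound of 0.0001, and the permutation p of 3e-05, 1e-05 and 1e-05 lay under it, so that no closer comparison is possible. The remaining 4 are medians of profile corrected scores, about 1.5, about 0.5, about 0.7 and about 0 in Figure 7B, read by eye, against 1.91, 0.542, 0.689 and 0. The paper states that contacts of the *Lef1* promoter lie mainly in cis, and chromosome 3 held 38.0% of the raw score in whisker pad and 13.9% in kidney. These shares leave out the empty cells next to the viewpoint. The rest of the score is spread over 2213615 fragments of other chromosomes, of which 0.990% and 1.19% were above 0. Within 700 kb of the promoter, 93.5% and 58.8% of fragments were above 0, so that contacts were far denser in cis. The paper states that the centromeric side holds most peaks of interaction. In whisker pad, 11 of the 20 highest windows were centromeric, and in kidney 9. With profile corrected scores, chosen after seeing the data, 16 of the 20 were centromeric in whisker pad and 13 in kidney. The centromeric share of the score was 48.3% in whisker pad and 39.7% in kidney. In whisker pad it was 53.6% in the window of Figure 7A, 54.1% with the excluded region widened by 10 kb, and 56.3% when fragments above 0 were counted, and in kidney the corresponding shares were 43.3%, 49.4% and 54.5%. Of the scored fragments, 365 were centromeric and 308 telomeric. These shares are not corrected for distance, and after profile correction the mean score in whisker pad was 2.53 centromeric and 1.24 telomeric. In kidney, it was 1.07 and 0.707. The methods give a shorter window for smoothing than the 13 fragments that the deposited smoothed scores match.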

Other observations

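The tests of other windows and of sequencing depth were chosen after their results were seen, and the test of detection was set before. Higher whisker pad scores were also found outside the regions the paper compares. From the *Lef1* promoter, 48.4% of 1910 other windows of 25 fragments passed the same permutation test with higher whisker pad scores and 0.157% with higher kidney scores. From Leaf, 87.0% of 1456 windows of 152 fragments passed with higher whisker pad scores and 0% with higher kidney scores. By the share of pairs, the statistic tested, the Leaf region exceeded 89.5% of the windows and the *Lef1* region 97.8%. Since normalization sets the mean within 1 Mb to the same value in each library, a library with fewer fragments above 0 has higher scores at the fragments it detects and more zeros elsewhere, and a rank test may respond to the zeros.

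To test this, whisker pad fragments were set to 0 at random until each class of distance had the kidney share of fragments above 0 outside the compared region. In the *Lef1* region, 0 of 100 such draws kept p under 0.05 with higher whisker pad scores in the permutation test, and the median share of pairs was 48.3%. These draws therefore do not separate the difference in the *Lef1* region from fewer detected fragments in kidney around the locus. Detection near a viewpoint is itself a measure of contacts, so they do not say whether that lower detection is technical. In the Leaf region, 60 of 100 draws kept it, with shares of pairs from 52.5% to 83.8% and a median of 67.8%. At the 20 fragments above 0 in both libraries, a filter chosen after seeing the data that left out 5 fragments at 0 in kidney, the share in the Leaf region was 73.0% (permutation test, p = 0.0117). The share stayed above 50% in these draws and at these fragments, while the 60 of 100 draws leave open how much of the difference comes from fewer detected fragments. A lower sequencing depth in kidney was tested by dividing the total score by the smallest step between scores. The kidney library had 1.45 times as many steps as whisker pad from the promoter and 4.01 times as many from Leaf. Only 66.1% to 76.8% of low scores fell on whole steps, so that the steps do not stand for reads and lower depth can be neither shown nor ruled out. The kidney libraries did not detect fewer fragments in the whole genome, with 29542 fragments above 0 against 27695 in whisker pad from the promoter and 13002 against 12814 from Leaf. On the other chromosomes, the shares of fragments above 0 were 1.19% in kidney and 0.990% in whisker pad from the promoter, and 0.529% and 0.472% from Leaf. The lower detection in kidney was thus found on chromosome 3, and with 1 library per tissue a difference between the tissues cannot be told apart from one between the libraries.

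The slope of the score against distance on log-log axes, when fitted, was -1.02 in whisker pad and -0.56 in kidney from the promoter, and -0.62 and -0.44 from Leaf, where the methods fix it at -1. These fits leave out fragments at 0. Within 1 Mb, 59.5% of fragments in whisker pad and 29.1% in kidney were above 0 from the promoter, and 37.1% and 14.0% from Leaf. A difference in slope between the tissues therefore cannot be told apart from this difference in detection.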
